# Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart

**DOI:** 10.1371/journal.pone.0120360

**Published:** 2015-03-23

**Authors:** Rasmita Samal, Sabine Ameling, Vishnu Dhople, Praveen Kumar Sappa, Kristin Wenzel, Uwe Völker, Stephan B. Felix, Elke Hammer, Stephanie Könemann

## Abstract

**Aims:**

Resident cardiac progenitor cells show homing properties when injected into the injured but not to the healthy myocardium. The molecular background behind this difference in behavior needs to be studied to elucidate how adult progenitor cells can restore cardiac function of the damaged myocardium. Since the brain derived neurotrophic factor (BDNF) moderates cardioprotection in injured hearts, we focused on delineating its regulatory role in the damaged myocardium.

**Methods and Results:**

Comparative gene expression profiling of freshly isolated undifferentiated Sca-1 progenitor cells derived either from heart failure transgenic αMHC-CyclinT1/Gαq overexpressing mice or wildtype littermates revealed transcriptional variations. Bdnf expression was up regulated 5-fold during heart failure which was verified by qRT-PCR and confirmed at protein level. The migratory capacity of Sca-1 cells from transgenic hearts was improved by 15% in the presence of 25ng/ml BDNF. Furthermore, BDNF-mediated effects on Sca-1 cells were studied via pulsed Stable Isotope Labeling of Amino acids in Cell Culture (pSILAC) proteomics approach. After BDNF treatment significant differences between newly synthesized proteins in Sca-1 cells from control and transgenic hearts were observed for CDK1, SRRT, HDGF, and MAP2K3 which are known to regulate cell cycle, survival and differentiation. Moreover BDNF repressed the proliferation of Sca-1 cells from transgenic hearts.

**Conclusion:**

Comparative profiling of resident Sca-1 cells revealed elevated BDNF levels in the failing heart. Exogenous BDNF (i) stimulated migration, which might improve the homing ability of Sca-1 cells derived from the failing heart and (ii) repressed the cell cycle progression suggesting its potency to ameliorate heart failure.

## Introduction

Despite various attempts to develop therapeutics for cardiac disorders, the prevalence of heart failure was not considerably reduced. Moreover, the number of patients with heart failure is still growing due to demographic changes and higher survival rate after acute myocardial infarction. Although enormous progress has been made in the field of cardiovascular research, heart transplantation remains the solitary cure for end-stage heart failure till today. However, lack of donor hearts, tissue rejection and the high costs of treatment are major limitations in meeting the increasing demand of patients and foster the search for new treatment options. Over the last decade cell-based therapies emerged as potential alternatives in this regard. Accumulating evidence shows that a subset of undifferentiated progenitor cell populations resides in the adult heart, which is capable of promoting regeneration of the damaged myocardium [1–3] and thus offers new options towards endogenous cardiac repair mechanisms.

Pioneering work by the group of M. Schneider has described cardiac primitive cells that expressed stem cell antigen-1 (Sca-1) on their surface comprising 14–17% of the non-myocyte adult cardiac cell population [4]. Although the human homologue of Sca-1 is still unknown, a previously reported study has shown that human hematopoietic stem cells transduced with mouse Sca-1 showed similar myeloid colony forming ability as their mouse counterparts suggesting the existence of functional orthologues of Sca-1 in humans [5]. Sca-1 was reported to promote cardiac stem cell proliferation and survival facilitating early engraftment and late cardiovascular differentiation [6]. In our previous study, the molecular identity of undifferentiated Sca-1 cells was reported in more detail [7]. Adult cardiac progenitor cells remain quiescent under physiological conditions unless challenged by myocardial insult. Although efforts have been made to characterize adult progenitor cells, the molecular alterations that occur during heart failure and then in turn alter the functional properties of adult progenitor cells are largely unknown.

Microarray-based global transcriptome analysis can provide deeper insight into the regulatory mechanisms of diseases [8]. Most recently, the molecular relationship among various progenitor cells (ckit+, Sca-1+, side population) derived from adult myocardium has been characterized with the aid of microarrays [9]. However, little is known about the transcriptional variations in adult resident Sca-1 cells derived from failing hearts in comparison to cells from healthy organs. Hence, the identification of regulatory factors that influence the progression of diseases would be a first step towards the exploration of their therapeutic potential under pathophysiological conditions.

In the present study, we investigated the molecular differences in adult Sca-1 cells under heart failure condition compared to normal cells to gain better insight into their cardiogenic potential in a pathological milieu. In Sca-1cells derived from failing heart, the expression of BDNF was significantly enhanced when compared to cells from healthy hearts. Although neuroprotective function of BDNF in promoting growth, survival and regeneration of nervous system has been extensively reported [10,11], it is evident that BDNF is also essential for cardiovascular development [12,13]. BDNF is known to play a protective role in heart by inducing angiogenesis and upregulation of prosurvival factors[14] and also promote neovascularization of ischemic tissue by recruitment of endothelial cells[15]. However the underlying mechanism of BDNF action in cardiac dysfunction is not clear. Since BDNF-treatment might constitute a therapeutic option for treatment of end stage heart failure, we tested the impact of BDNF on cardiac homeostasis by a pulsed SILAC approach to quantitatively monitor proteins synthesized after treatment [16,17]. Hence, our results show that BDNF-mediated effect is not only limited to neural or endothelial cells but may also have an impact on cardiac progenitor cells and might contribute to cardiac repair.

## Methods

### Ethics statement

All animal experiments were performed in compliance with the Guide for the Care and Use of Laboratory Animals published by the U.S.NIH (NIH Publication no. 85–23, revised 1985) and the protocols were approved by the local animal care committee (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei Mecklenburg-Vorpommern; LALLF MV).

According to the Declaration of Helsinki, HUVECs were isolated from the umbilical cords of patients from whom a written informed consent was received and the protocols were approved by the Ethics Committee of the University of Greifswald, Germany.

### Experimental animals

Six-week old wildtype (Wt) and double-transgenic αMHC-CyclinT1/Gαq overexpressing (Cyc) Friend leukemia virus strain B (FVB) mice, kindly provided by M. Schneider and G.W. Dorn, Baylor College of Medicine, Houston, Texas, of either sex were used for this study. In the transgenic mouse model, the heart specific activation of Cdk9 via Cyclin T1 overexpression induces hypertrophy by phosphorylation of the RNA polymerase II. Gαq overexpression as an additional hypertrophic stimulus further enhances transcription elongation. Thus the double transgenic mice show a global increase in RNA synthesis leading to myocyte enlargement and further development of fibrosis as well as apoptosis resulting in heart failure.

### Isolation and cell culture

Adult Sca-1 positive progenitor cells (Sca-1 cells) were isolated from age-matched wildtype (Wt cells) and double-transgenic mice (Cyc cells) as described previously [7]. Briefly, mice were anesthesized in a glass cylinder saturated with inhalant anesthetic isoflurane (4%) and sacrificed via cervical dislocation. Sca-1 cells were isolated from the extracted heart via magnetic cell sorting. Freshly isolated cells or minimally cultured for 4–5 days in DMEM/F12 media (Life Technologies) in 3:1 ratio supplemented with 20% fetal bovine serum (FBS) (Life Technologies), 100units/ml penicillin and 0.1mg/ml streptomycin (Sigma-Aldrich, St. Louis, MO, USA) were used for the study. Cells cultivated for few days, to attain cell adhesion and avoid cell culture-triggered alterations, were considered as undifferentiated cells. Cells isolated from hearts of 2–3 mice were pooled and experiments were performed using three such independent pools (n = 3).

Human umbilical venous endothelial cells (HUVECs) were obtained from collagenase type II (Biochrom, Berlin, Germany) digested umbilical veins and cultivated as described previously [18]. Briefly, umbilical veins were washed thoroughly with sterile phosphate buffered saline (PBS, PAA Laboratories GmbH, Cölbe, Germany) to remove the blood clots and then perfused with 1% collagenase solution. HUVECs were recovered by centrifugation and cultured in MCDB131 media (Pan Biotech, Aidenbach, Germany). For cell migration assays, HUVECs maintained at passage 3 and freshly isolated negatively labeled Sca-1 cells were used as controls.

### RNA isolation and transcriptome profiling

Total RNA was extracted from freshly isolated Cyc and Wt cells of two independent experiments as described previously [7]. Briefly, RNA was extracted using Trizol reagent (Peqlab, Erlangen, Germany) followed by transcriptional profiling with GeneChip Mouse 430 2.0 arrays (Affymetrix, Santa Clara, CA, USA). Then linear amplification was carried out and raw data files were analyzed in Resolver 7.2 (Ceiba Solutions, Seattle, WA, USA). To improve analysis of small sample size experiments, the Rosetta Resolver error model was used for detection of differentially expressed genes [19]. A p-value of <0.05 based on the ratio measurement and its associated error in addition to fold change cut of 2 (Cyc vs. Wt) was considered as significant. Expression data were submitted to GEO.

### *q*RT-PCR

Microarray data were validated by quantitative reverse-transcription polymerase chain reaction (qRT-PCR) using 3 independent biological samples of freshly isolated Sca-1 cells. In addition to selected genes (Bdnf, Ccl19, Ccl9, Crlf1, Cxcl13, Ptn, Sfrp2, Spp1, Wisp2), ß-actin (Actb) was used as endogenous control. PCR amplification was performed using a 7900 HT Sequence Detection System (Applied Biosystems, CA, USA). Thermal cycling was as follows: 2 minutes at 50°C; 10 minutes at 95°C, followed by 15 seconds at 95°C; and 1 minute at 60°C for 45 cycles. Real-time PCR data were quantified using the SDS2.3 software package (Applied Biosystems) followed by relative quantification using the comparative Ct method (ΔΔCt method)[20] (S1 Table).

### Cell Migration Assay

Migration efficiency was determined by using a modified-Boyden chamber containing a nitrocellulose membrane of 8*μ*m pore size (Chemotaxis Assay, Millipore, Schwalbach, Germany). Freshly isolated Sca-1 cells were seeded into the upper chamber at a density of 4x10^4^ cells per well. Subsequently, HUVEC and freshly isolated Sca-1 negative cells were seeded in parallel. Cells were then exposed to different concentrations (0, 10, 25 or 50ng/ml) of BDNF (Santa Cruz Biotechnology, Santa Cruz, CA, USA), which was used as chemoattractant in the lower chamber. Serum-free medium served as negative control and complete medium as background reference. To determine fluorescence at the maximal migration rate, equal numbers of cells were directly seeded to wells of the lower chamber while only medium was added to the upper chamber.

Following 2 hours of incubation at 37°C and 5% CO_2,_ the non-migrated cells were removed from the upper side of the membrane. The cells attached to the lower side of the membrane were retrieved using detachment buffer. Collectively the detached cells and those cells that migrated to the lower chamber were fluorescently labelled with CyQuant dye and measured at 485/530nm. The migrated cells were quantified using the following three variables.

$$\text{Cell migration}\left(\text{\%}\right)=\frac{\text{Mean fluorescence of test - Mean fluorescence of negative control}}{\text{Mean fluorescence of maximum migration}}\times \text{100}$$

### Immunofluorescence

Freshly isolated Sca-1 cells were attached to microscopic slides using a cytocentrifuge (Shandon Cytospin 4, Thermo Scientific, Bremen, Germany) at 100*g* for 8 minutes and afterwards washed with 1x phosphate buffered saline (PBS) to remove non-adherent cells. For cultured cells, Sca-1 cells were allowed to grow on glass coverslips until they reached 70% confluence and subsequently washed with PBS. The adherent cells were then fixed with 4% paraformaldehyde for 10 minutes. After washing with PBS, cells were permeabilized using 4% fetal bovine serum (FBS) and 0.2% Triton in PBS for 30 minutes at room temperature. The cells were then incubated with the primary antibody against TrkB (1:100, Abcam, Cambridge, UK) in 4% FBS and 0.2% Triton in PBS overnight at 4°C. The untreated control was processed in parallel. Cells were washed thoroughly before incubation with the corresponding secondary antibody (goat anti-rabbit Alexa Fluor 488, 1:200 dilution, Life Technologies GmbH, Darmstadt, Germany) for 1 hour at room temperature. Nuclear staining was achieved using DAPI stain (1:100000, Roth, Karlsruhe, Germany). The slides with freshly isolated cells were then visualized using a microscope at 40x magnification while cultured Sca-1 cells were examined at 20x magnification.

### Pulsed SILAC (pSILAC) labeling

In order to perform pulsed SILAC experiments Sca-1 cells had to be cultured up to 70% confluence for 8 days in DMEM/F12 (3:1) medium (Pierce, Thermo Scientific, Bonn, Germany) supplemented with light amino acids ^12^C_6_-L-lysine (120mg/L) and ^12^C_6_-L-arginine (90mg/L) (Sigma-Aldrich, St. Louis, MO, USA), 20% FBS (Biochrom, Berlin, Germany), 3.5mM glutamine, 1 mM sodium pyruvate, 20 mM glucose, 100 units/ml penicillin, and 0.1mg/ml streptomycin (all from Sigma-Aldrich). Afterwards, cells were shifted to medium containing heavy amino acids ^13^C_6_-L-lysine and ^13^C_6_-arginine (Euriso-Top, Saarbruecken, Germany) with or without 25ng/ml BDNF for 24 hours at 37°C. To explore the molecular effects of BDNF, phosphorylation and thereby activation of the TrkB receptor was blocked using the protein kinase inhibitor K252a (Sigma-Aldrich) [21]. For inhibitor treatment, cells were pre-incubated in heavy medium containing 400nM K252a for 2 hours and subsequently washed twice with 1x PBS. Afterwards medium containing heavy amino acids with or without 25ng/ml BDNF was added. After 24 hours of incubation, cells were detached by trypsination and lysed using lysis buffer composed of 8M Urea and 2M Thiourea (Sigma-Aldrich). Three-independent experiments were performed and subjected to quantification by mass spectrometry.

### Sample preparation and mass spectrometric quantification

Cell pellets resuspended in lysis buffer were subjected to 5 cycles of freezing in liquid nitrogen and subsequent rapid thawing at 30°C followed by sonication on ice for 3 seconds with 3-cycles each at 70% energy using a Sonoplus (Bandelin, Berlin, Germany). The homogenates were centrifuged at 16,060*g* for 1 hour at 4°C to spin down insoluble cell debris. The supernatant was collected and protein content was determined using a Bradford Assay kit (Pierce).

For MS analysis, 4*μ*g of each protein sample was digested in-solution followed by reduction with 2.5mM dithiothreitol for 1 hour at 60°C and a subsequent alkylation with 10mM iodoacetamide for 30 minutes in the dark at 37°C. Proteins were digested adding trypsin at a ratio of 1:25 (Promega, Mannheim, Germany) and incubation at 37°C for 16 hours. The reaction was stopped with a final concentration of 1% acetic acid. The resultant peptides were desalted and purified using C-18 reverse phase columns with a binding capacity of 2*μ*g (ZipTip μ-C18, Millipore). MS analysis was performed on a Nano-Acquity UPLC system (Waters Corporation, Milford, MA, USA) connected to a LTQ-Orbitrap-Velos equipped with a nano-ESI source. Extracted peptides were separated using a Nano-Acquity BEH130C18 column (10cm x 100*μ*m, 1.7*μ*m, Waters Corporation) using a 92 minutes non-linear gradient ranging from 1–99% acetonitrile (ACN) in 0.1% acetic acid.

### Processing of MS data

Proteins were identified and quantified using Rosetta Elucidator version 3.3 (Ceiba Solutions). Grouping of labeled pairs was achieved using a PPM error tolerance of 10 ppm, a retention time tolerance of 0.5 minutes and a mass shift of 6.020 Da for both arginine and lysine. The peak lists generated were processed using SEQUEST/ Sorcerer server (Sorcerer version 3.5, Sage-N Research, Milpitas, CA, USA) and searched against a Swiss-Prot mouse database release version 2012/06 with a peptide mass tolerance of 10 ppm and fragment ion tolerance of 1 Da. Oxidation of methionine and SILAC labeling of arginine and lysine were considered as variable modifications while carbamidomethylation of cysteine was regarded as fixed modification. Labeled pairs of proteins designated as good by Elucidator (at least one isotope group in the labeled pair was annotated by a peptide sequence) and identified with a Peptide teller score of at least 0.9 were considered for further analysis. For relative quantification the H/L-ratios, which indicate new protein synthesis against the background of protein present before treatment, were used. Log2 transformed H/L ratios were first median normalized and then ratios between treatment groups and control were calculated. To determine the significance of differences in protein synthesis rates, the statistical t-test implemented in Gene Data Analyst was applied. Only proteins identified with a significance of *p* < 0.05 and a log2 ratio of at least ±0.3 against their respective controls were considered to be differentially expressed between both conditions.

### Cell proliferation assay

Proliferation rate of Sca-1 cells was determined using a Cell Proliferation ELISA, BrdU (colorimetric) Kit (Roche Applied Science, Penzberg, Germany) following the manufacturer’s instructions. Briefly, cells were seeded onto 96-well plates at a density of 10,000 cells/ 100μl/ well in Sca-1 medium and allowed to grow for up to 4 days. The cells were treated with different concentrations of BDNF and incubated for 24 hours. Afterwards, the cells were incubated for 18 hours at 37°C in the presence of 5-Bromo-2’-deoxy-uridine (BrdU, 1:100) which is incorporated during DNA synthesis in replicating cells instead of thymidine and subsequently the cells were fixed by adding FixDenat. The cells were then incubated with anti-BrdU-POD antibody (1:100) for 90 minutes at room temperature followed by washing and addition of substrate. The reaction product was quantified by measuring the absorbance at 490 nm.

### Western Blot analysis

Protein samples of 30 *μ*g each were separated on NuPAGE 4–12% Bis-Tris gels (Life Technologies) according to the manufacturer’s instructions. Following separation, proteins were transferred onto PVDF membranes (Immobilion-P, Millipore) using a Mini Trans-Blot Cell (Bio-Rad Laboratories, Hercules, CA), at a constant voltage of 100 V for 45 minutes. The membranes were blocked with 5% milk in Tris buffered saline (20mM Tris-HCl, 137mM NaCl pH-7.6) containing 0.1% Tween 20 and then incubated with the respective primary antibody overnight at 4°C. The following primary antibodies were used: anti-BDNF, anti-TrkB and anti-phospho TrkB (Abcam); anti-Akt, anti-phospho Akt, anti-p38 MAPK, anti-phospho p38MAPK and anti-ß-actin (Cell signaling, Boston, MA, USA) all raised in rabbit, 1:1000 dilution. Membranes were washed thoroughly before incubation with the secondary antibody conjugated to horseradish peroxidase enzyme at a 1: 10000 dilution for 1 hour. Immunoreactive bands were visualized by chemiluminescence using SuperSignal West Femto maximum sensitivity substrate (Thermo Scientific). Image Quant was applied to quantify the signals of three independent experiments. The relative band intensities were calculated and normalized to a specific experimental control.

### Functional assessment

Gene ontology (GO)-based functional categorization was carried out as described earlier [7]. Briefly, enrichment of differentially regulated genes/proteins was performed using Ingenuity Pathway Analysis (Ingenuity Systems, version 8.6, Redwood City, CA, USA). The significance of the results was evaluated using right-tailed Fisher’s exact test. Downstream effect analysis was performed to determine the top biological functions. The direction of change was predicted based on z-score algorithm [22] with z ≥ 1.5 indicating activation and z ≤ −1.5 inhibition of biological function.

### Statistics

Statistical analyses were performed using one-way ANOVA with multiple comparison test (Newman-Keuls test) or Student’s t-test (paired or unpaired) for pairwise comparisons. Changes in protein abundance were considered to be significantly different at *p* < 0.05. Results are expressed as mean ± SD for at least three independent biological experiments.

## Results

### Transcriptional differences in adult Sca-1 cells from heart failure and normal mice hearts

Double-transgenic αMHC-CyclinT1/Gαq overexpressing mice (Cyc) served as a heart failure model that developed a disease phenotype at the age of 4–6 weeks [23]. This genetically modified mouse model was developed using α-MHC promoter limiting effect of transgenesis to cardiomyocytes while not affecting other heart cell populations (S2 Table). 

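Of the 9 probe sets for Gnaq, the gene of Gαq, 1 was expressed at higher level in Cyc cells and 8 did not pass the thresholds of 2-fold and an unadjusted p under 0.05. The first had intensities of 723.6 and 492.3 in the Cyc pools and of 22.7 and 4.1 in the Wt pools, which is at least 11.9-fold higher (limma, adjusted p = 1). With the experiment as a block its adjusted p was 0.0375. Ly6a, which encodes Sca-1 itself, had an intensity of 12478 ± 1259 in Cyc cells and of 12306 ± 2467 in Wt cells (SD, n = 2 pools each), a log2 fold change of 0.03 with a 95% confidence interval from -0.67 to 0.73. Myh6, the gene of α-MHC whose promoter drives both transgenes, was read in all 4 pools, at 589.8 and 183.8 in Cyc and at 480.4 and 227.0 in Wt cells. These are from 1 of its 2 probe sets, as the other lay near background in all pools, at 9.8 or less. Myh6 was chosen for mention after its values had been seen. The interval of its log2 fold change ran from -1.73 to 1.73 (limma), so 2 pools per group do not fix its direction.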

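Sca-1 cells were sorted with magnetic beads from hearts of Cyc and Wt mice aged 6 weeks and of either sex, and their RNA was extracted without culture. Sca-1 is a surface protein used to enrich resident progenitor cells, and Cyc mice carry CyclinT1 and Gαq transgenes that are active in cardiomyocytes. Each array held the RNA of 1 pool of cells from 2 to 3 hearts, and there were 2 pools per genotype. The arrays were Affymetrix Mouse 430 2.0 arrays, which read most transcripts near their 3' end with 1 or several probe sets per gene. The deposited values are probe set intensities that the authors normalized in Resolver 7.2. They are on a linear scale and fall below 0 where the background exceeded the signal. Of 45037 probe sets, 18460 and 21444 had an intensity of 50 or more in Cyc cells of replicates 1 and 2, and 19442 and 20200 in Wt cells. The number of arrays limits the precision of all values. Control transcripts added before labelling (poly-A controls) had a median intensity of 258.8 in Cyc and 231.9 in Wt cells of replicate 1, and of -0.9 and 0.3 in those of replicate 2. The replicate numbers were therefore taken as the 2 independent experiments of the Methods, each with 1 Cyc and 1 Wt pool, and changes are also given within each experiment and with the experiment as a block. Intensities below 0 were set to 0, 16 was added to all, and log2 values were tested with limma over the 20680 probe sets with an intensity of 50 or more on at least 2 arrays. The study's thresholds of 2-fold and an unadjusted p under 0.05 were kept, but its Resolver error model was not run. Fold changes on this scale understate those of dim genes. Where both arrays of a group lay below 50, only a lower bound is given, the geometric mean intensity of the brighter group over 50. The p-values measure the spread between these pools alone.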

To investigate the changes in response to heart failure at the molecular level, a comparative gene expression analysis of freshly isolated Cyc cells against Wt controls was performed. A total of 197 genes were differentially expressed (*p* < 0.05) with at least a 2-fold difference between Cyc and Wt cells indicating the initiation of a diverse transcriptional program in the pathological milieu. Of these genes, 82% (161/197) were expressed at higher level and only 18% (36/197) displayed lower expression in Cyc than in Wt cells. Also, hypertrophy markers such as natriuretic peptide A (Nppa), chemokine (C-C motif) ligand 5 (Ccl5), connective tissue growth factor (Ctgf), ankyrin repeat domain 1 (Ankrd1) and latent transforming growth factor beta binding protein 2 (Ltbp2) were found to be expressed at higher level in cells from transgenic hearts, while expression of fatty acid binding protein 3 (Fabp3) and myoglobin (Mb) was lower than in cells from Wt hearts as shown in Fig. 1A.

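Past both thresholds, 116 genes rose and 20 fell in Cyc cells. Fold changes were ranked over probe sets with 1 gene symbol and with 16 added before log2, and the order of dim genes depends on this value. Among the 12 largest rises, which include Gnaq and Wisp2, was that of Ecrg4, a gene of secreted peptides, from 44.4 ± 17.7 in Wt to 888 ± 300 in Cyc cells (SD, n = 2 pools; log2 fold change 3.89, standard error 0.37). Comp, a cartilage matrix protein, rose by 2.55 on the log2 scale (standard error 0.25), and Adamtsl2, a secreted glycoprotein, by 2.39 (0.51), with 1.48 and 3.31 in the 2 experiments. Fmod, a collagen-binding proteoglycan, rose by 2.65 (0.85), mostly through the Cyc pool of replicate 2 (1103.5 against 184.4 in the other Cyc pool), with 1.23 and 4.08 in the 2 experiments, and did not pass without the Wt pool of replicate 2, while Col8a2 rose at least 4.34-fold and Fam167b at least 1.73-fold. Itgbl1, an integrin-like secreted protein, had a log2 fold change of 2.26 (standard error 0.34). Penk, the precursor of the enkephalins, was among the 12 largest falls, from 376 ± 23.1 in Wt to 53.8 ± 34.5 in Cyc cells (log2 fold change -2.58, standard error 0.41). The chemokine genes Ccl11 and Cxcl14 were at least 2.12-fold and at least 1.37-fold lower, Mme, a membrane peptidase, at least 1.92-fold and Agpat5, an enzyme of phospholipid synthesis, at least 1.56-fold. Inmt, a methyltransferase, Dnm2, Luzp1, Ablim1, Adam23 and Tmem182 completed these falls with Myl2, a myosin light chain, at log2 fold changes from -1.42 to -1.15. No probe set had an adjusted p under 0.05 in limma (the smallest was 1), where 412 had an unadjusted p under 0.05 and chance alone gives 1034 of 20680. The methods' t-test gave 644 and 0, and the limma fit with the experiment as a block called 145 genes higher and 38 lower. It gave 1443 probe sets with an unadjusted p under 0.05, more than chance alone gives (2004 with quantile normalization in addition, a setting chosen after the data had been seen), and 1, that of Gnaq, with an adjusted p under 0.05.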

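Of the 136 genes past the thresholds, 85.3% were expressed at higher level in Cyc cells. Past the thresholds were 152 probe sets that rose and 24 that fell, of which 155 have 1 gene symbol and stand for these genes, 8 have several symbols and 13 have none. In 37 of the risen probe sets both Wt pools lay below an intensity of 50, and in 5 of the fallen ones both Cyc pools did. The split changed when single pools were left out. These fits had no block, so 1 experiment in a group was set against both in the other, which mixes genotype with experiment. Without the Cyc pool of replicate 2, the Cyc pool left had a median intensity of 197.6, against 219.4 and 260.7 in the Wt pools. The changed split is therefore no measure of the genotype effect alone. Without the Cyc pool of replicate 2, 90 genes were higher and 570 lower, and without that of replicate 1, 400 were higher and 46 lower. With quantile normalization, a setting chosen after the data had been seen, 178 were higher and 229 lower without the Cyc pool of replicate 2. Genes of airway epithelium were bright in the Cyc pool of replicate 2, where the secretoglobin gene Scgb1a1 had an intensity of 10195 against 118.5, 1784 and 3.2 in the Cyc pool of replicate 1 and the Wt pools of replicates 1 and 2.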

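Nppa, the gene of atrial natriuretic peptide, rose from 146 ± 36.8 in Wt to 1055 ± 604 in Cyc cells (SD, n = 2 pools; log2 fold change 2.62, standard error 0.48). Ltbp2, a protein of elastic fibres, rose by 2.34 on the log2 scale (standard error 0.37) and Ctgf, a matrix-associated growth factor, by 1.70 (0.28). Ankrd1, a stress-responsive muscle protein, rose at least 3.92-fold and Ccl5, a chemokine of leukocytes, at least 2.9-fold, since both Wt pools lay below 50. Of the 10 measured genes of a list of hypertrophy markers, 5 rose, none fell and 5 did not pass the thresholds (6 rose when adjusted over the list alone). The risen genes are Nppa, Ltbp2, Ctgf, Ankrd1 and Nppb, the gene of brain natriuretic peptide, which was at least 1.44-fold higher. The paper names the first 4 as higher on these same arrays, so the list is not independent evidence of a direction. The list's median log2 fold change was 1.10, or 0.90 with dim genes at their bound (camera, adjusted p = 4.26e-10; adjusted p = 0.536 with an estimated correlation). In experiments 1 and 2 it was 1.08 and 1.29. The setting with an estimated correlation rests on 2 residual degrees of freedom and has little power, so a call lost under it decides nothing. Mb, the oxygen store of muscle, fell by 1.11 on the log2 scale (standard error 0.41), from 473 ± 239 to 196 ± 9.2. Fabp3, a fatty acid carrier of muscle, had an intensity of 64.4 ± 14.7 in Cyc and 141 ± 33.7 in Wt cells. Its log2 fold change of -0.96 (standard error 0.29) passed the p but missed the 2-fold threshold. Myh6 was read in all 4 pools, at 183.8 or more. RNA of cardiomyocytes as a source of the changes in Nppa, Nppb, Ankrd1, Mb, Fabp3 and Myl2 was not tested. Whether these genes changed in the Sca-1 cells themselves is therefore not known. Among 19 measured cardiomyocyte markers, each taken at its brightest probe set, Mb and Myl2 fell and none rose (none fell when adjusted over the list alone), and Myl3 fell at another probe set. Their median was -0.38 (camera, adjusted p = 5.28e-06; adjusted p = 0.536 with an estimated correlation), -0.52 and -0.28 in the 2 experiments, and -0.05 without the Wt pool of replicate 1 (adjusted p = 0.0941).

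**Figure D1:**
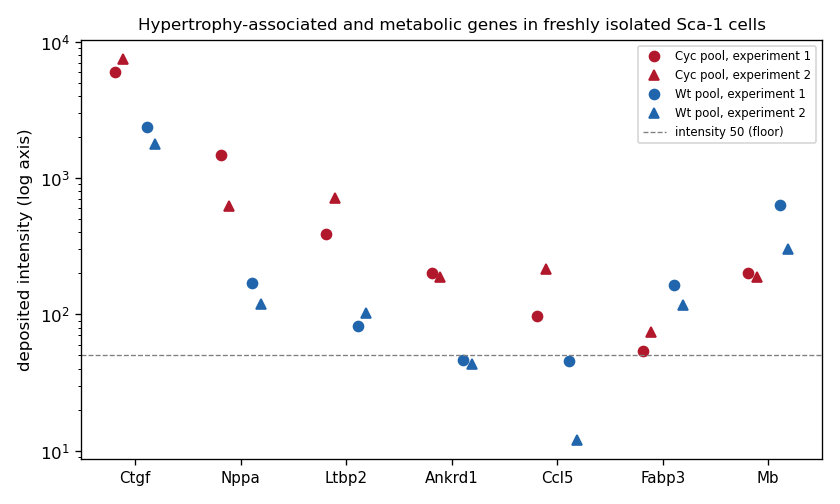
Deposited intensity (log axis) of 7 genes in each of the 4 pools, with Cyc pools in red and Wt pools in blue, circles for experiment 1 and triangles for experiment 2. The Cyc pools lie above both Wt pools for the first 5 genes and below them for Fabp3 and Mb, and Ankrd1 and Ccl5 lie below the dashed line at 50 in both Wt pools.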

**Fig 1:**
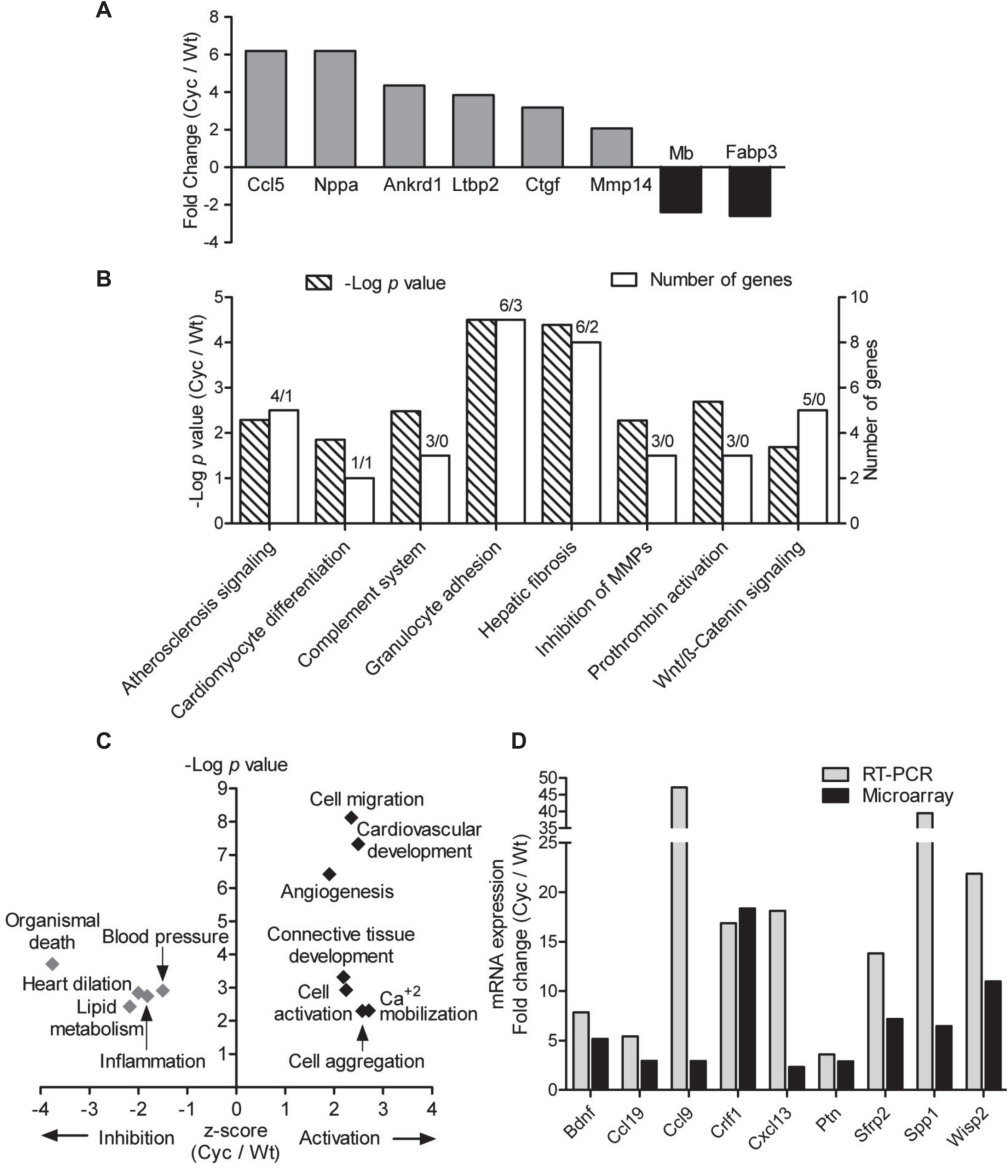
Gene expression alterations in Sca-1 cells in response to heart failure. (A) Relative fold change in expression of genes associated with heart failure in Cyc compared to Wt cells. (B) Top canonical pathways overrepresented by differentially expressed genes in Cyc vs Wt cells.—log *p-*value displays the significance of association dependent of the number of genes in the class calculated by Fisher’s exact test in IPA. Numbers of up-regulated/down-regulated genes are indicated above each bar. (C) Biological functions predicted to be differentially affected based on the differentially expressed genes in Cyc vs Wt cells based on activation z-score calculated in IPA. Black dots denote functional activation (z-score ≥ 1.5) and grey dots functional inhibition (z-score ≤ −1.5). (D) Validation of microarray results by quantitative RT-PCR (n = 3; *p*<0.05; ANOVA).

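Of 13 measured genes of matrix metalloproteinases and their inhibitors, none passed the thresholds at its brightest probe set, and Mmp23b rose at another. With the experiment as a block, Mmp3 passed at its brightest probe set. Mmp2, a gelatinase, had log2 fold changes of 0.20 and 0.73 in the 2 experiments, and Timp3 and Timp2, inhibitors of such proteases, had fitted values of -0.30 (standard error 0.39) and 0.19 (0.26). Adamts1, the brightest member, was at 5550 and 6341 in Cyc and at 4974 and 5991 in Wt cells. The median of this list was 0.19, -0.09 in experiment 1 and 0.46 in experiment 2 (camera, adjusted p = 0.076; adjusted p = 0.589 with an estimated correlation). When each pool was left out it ran from 0.016 (without the Cyc pool of replicate 2) to 0.475 (without that of replicate 1). With the mean of all probe sets of a gene, camera gave an adjusted p of 0.0222. At the brightest probe sets none changed when adjusted over the list alone.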

GO-based functional annotation of the differentially expressed genes using IPA software indicated over-representation of pathways for Wnt signaling, cell adhesion, atherosclerosis, prothrombin activation and inhibition of MMPs as shown in Fig. 1B. 

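The lists of genes behind the predicted biological processes in S3 Table were drawn by the study from these same arrays. Their counts are therefore not independent evidence of a direction. The paper predicted activation or inhibition from a z-score, which was not computed here. Counts of higher and lower genes do not test those predictions. Of 28 genes listed for cardiovascular development, 15 were higher and 3 lower in Cyc cells past the thresholds. For angiogenesis these numbers were 13 and 3 of 24 genes, for Ca+2 mobilization 5 and 1 of 9, and for dilation of heart 3 and 0 of 4. Among the 47 genes listed for organismal death 22 were higher and 6 lower, and among the 25 for inflammation 13 were higher and 1 lower. In the latter list, 4 genes lay above both Wt pools in the Cyc pool of replicate 2 alone.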

Enrichment of biological processes predicted activation of cell migration, cardiovascular development, Ca^+2^ mobilization, angiogenesis and inhibition of death, inflammation, and dilation of heart in the progenitor cells from the heart failure model as shown in Fig. 1C, S3 Table. All the differentially expressed genes in both groups of cells were categorized based on IPA analysis into sub-groups such as cytokines, growth factors, enzymes, transcription regulators, and transporters and are listed in S4 Table.

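The copy of S4 Table used here holds 196 probe sets of the paper's 197 genes, 160 listed as higher and 36 as lower. In all 196 the log2 difference had the sign the table gives. At an intensity of 50 or more on at least 2 arrays, 157 could be tested, and 87 of the genes listed as higher and 13 of those listed as lower passed the thresholds in limma (112 in all with the experiment as a block). Both Cyc pools lay above both Wt pools in 143 of the 160, and below them in 32 of the 36. In 17 of the 160, only the Cyc pool of replicate 2 lay above both Wt pools, and in 59 both Wt pools lay under 50. As the genes were selected from these arrays, these tallies are not independent evidence.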

Microarray results were validated using qRT-PCR for nine genes that were expressed at higher level in Cyc compared to Wt cells (Bdnf, Ccl19, Ccl9, Crlf1, Cxcl13, Ptn, Sfrp2, Spp1, and Wisp2). 

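On the arrays, Wisp2, a secreted matricellular protein, rose past the thresholds, with intensities of 508.7 and 607.4 in Cyc and of -21.7 and 78.0 in Wt cells. As 1 Wt pool lies below 0, the size of its fold change depends on the 16 added before log2. Sfrp2, a secreted modulator of Wnt signaling, rose from 63.3 ± 15.0 in Wt to 560 ± 383 in Cyc cells (SD, n = 2 pools; log2 fold change 2.70, standard error 0.54). Ptn, a heparin-binding growth factor, rose by 1.58 on the log2 scale (standard error 0.28). Ccl9, a chemokine, was read above 50 in the Cyc pool of replicate 2 alone, at 114.9 against 37.2 in the other Cyc pool and 35.7 and 25.6 in Wt cells, and was not tested. Cxcl13, a chemokine that attracts B cells, had intensities of 30.2 and 269.2 in Cyc and of 74.4 and 83.4 in Wt cells, a log2 fold change of 0.28 (standard error 0.89), with -0.97 in experiment 1 and 1.52 in experiment 2. Of 14 measured chemokines, Ccl5 rose, Ccl11 and Cxcl14 fell and 11 did not pass the thresholds (none rose and 1 fell when adjusted over the list alone). The list's median was -0.01, with -0.22 and -0.08 in the 2 experiments (camera, adjusted p = 0.106; adjusted p = 0.536 with an estimated correlation). Its sign depended on single pools, from -0.29 (without the Cyc pool of replicate 1) to 0.16 (without the Wt pool of replicate 1).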

Expression levels of each selected transcript were normalized to the ß-actin control and fold change in expression of target genes in Cyc cells compared to Wt was calculated using the ΔΔCt method. RT-PCR confirmed the microarray data (Fig. 1D) and the reliability of the results.

### Elevation of BDNF expression during heart failure

Although a 5-fold higher expression of the BDNF transcript was observed in Cyc cells, it was important to verify if these differences were represented at the protein level. 

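Bdnf, the gene of brain derived neurotrophic factor, had intensities of 55.9 and 105.4 in Cyc cells and of 26.5 and 1.7 in Wt cells. Both Wt pools lay below 50, so Bdnf was at least 1.54-fold higher (limma, adjusted p = 1). The Cyc pool was brighter in each experiment, and Bdnf also passed the thresholds with the experiment as a block. Another Bdnf probe set was read at 31.9 and 65.3 in Cyc cells and at 8.2 and 12.9 in Wt cells and lay above 50 in 1 pool only. The unadjusted p exceeded 0.05 without the Wt pool of replicate 2, with a test per probe set without moderated variances, without a filter on dim probe sets and with a pseudocount of 1.

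**Figure D2:**
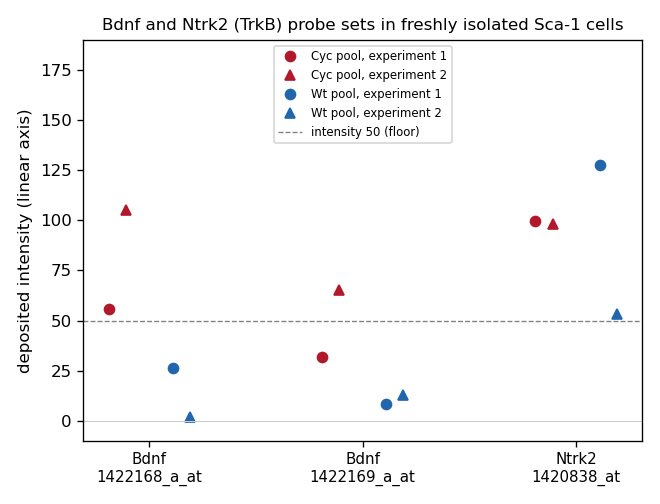
Deposited intensity (linear axis) of both Bdnf probe sets and of the tested Ntrk2 probe set in each pool, with Cyc in red, Wt in blue, circles for experiment 1 and triangles for experiment 2. Both Bdnf probe sets were brighter in the Cyc pool of each experiment, while the Wt pools of Ntrk2, at 127.4 and 53.3, lie on either side of its Cyc pools.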

Immunoblot analysis demonstrated an increase in BDNF protein level in Cyc cells in comparison to Wt (Fig. 2A). Moreover, BDNF is known to mediate its effect via the TrkB receptor, the mRNA of which did not differ between Cyc and Wt cells (Fig. 2B). 

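Ntrk2, the gene of TrkB, had a mean intensity of 99.0 ± 1.3 in Cyc cells and of 90.4 ± 52.4 in Wt cells at its tested probe set (SD, n = 2 pools each). The log2 fold change was 0.21 with a 95% confidence interval from -0.86 to 1.28 (limma), so changes of about 2-fold in either direction are not excluded with 2 pools per group. It was -0.31 in experiment 1 and 0.72 in experiment 2. The other 7 of 8 Ntrk2 probe sets lay below an intensity of 50 in every pool, the highest at 16.9. Of 4 measured genes of a list of neurotrophins and receptors, Bdnf rose and 3 did not pass the thresholds (none rose when adjusted over the list alone). Sort1, a sorting receptor of neurotrophin precursors, had a log2 fold change of 0.39 (standard error 0.37) and Ret, a receptor of the GDNF family of ligands and not of neurotrophins, of -0.09 (0.38). The list's median was 0.30, with -0.10 and 0.70 in the 2 experiments (camera, adjusted p = 0.106; adjusted p = 0.536 with an estimated correlation).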

Immunofluorescence micrographs (Fig. 2C-D) and immunoblots (Fig. 2E) confirmed expression of the BDNF receptor in both groups of cells. However, no significant difference in the abundance of the TrkB receptor was observed between Cyc and Wt cells.

**Fig 2:**
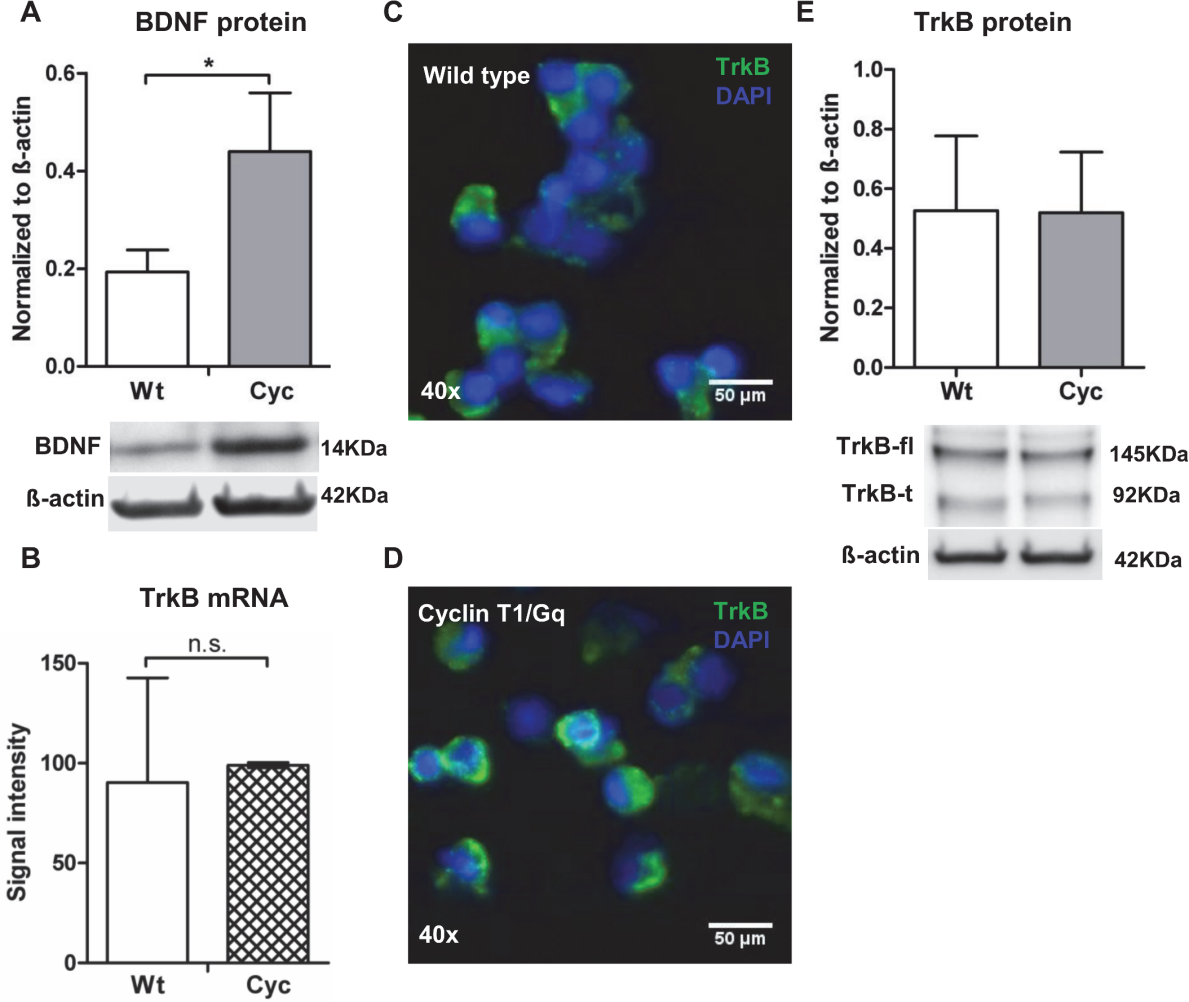
Expression of BDNF and receptor TrkB on progenitor cells. (A) Immunoblot data depicted higher expression of BDNF in freshly isolated Cyc cells in comparison to Wt. Bar graph indicates relative protein abundance of BDNF normalized to ß-actin control quantified by densitometry (n = 3; mean ± SD; *p<0.05; t-test). (B) mRNA intensity signals of TrkB receptor determined by microarray analysis (n = 2; mean ± SD). (C-D) Immunofluorescence micrographs display the expression of TrkB receptor on Sca-1 cells. Nuclei were stained with DAPI. (Scale bar: 50μm, image magnification: 40x). (E) Protein abundance of TrkB receptor on Sca-1 cells quantified against ß-actin control by densitometry (n = 3, mean ± SD). Representative immunoblot of both full length and truncated forms of TrkB receptor on Wt and Cyc cells is shown below.

### BDNF improves migration of adult progenitor cells isolated from failing hearts

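S3 Table assigns 46 of the 197 genes, 23.4%, to cell migration. On the arrays, 38 of the 46 could be tested, and 23 were expressed at higher level and 3 at lower level in Cyc than in Wt cells past the thresholds. Both Cyc pools lay above both Wt pools for 36 of the 46 genes and below them for 6, and 4 lay above both Wt pools in the Cyc pool of replicate 2 alone. The study assembled this list from genes called on these arrays, so its counts are not independent evidence.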

About 25% of the differentially expressed genes identified by microarray analysis were associated with cell migration (S1 Fig.) indicated by IPA analysis. Higher expression of BDNF in Sca-1 cells derived from failing hearts, prompted us to determine the influence of exogenous BDNF on the migration capacity of undifferentiated Sca-1 cells. BDNF acted as a chemoattractant for Sca-1 cells in a concentration-dependent manner (10, 25 and 50ng/ml), with maximal effect at 25ng/ml (Fig. 3). The significantly higher migration rate (15%) of Cyc cells in comparison to Wt in the presence of 25ng/ml BDNF might indicate an increased migration potential of progenitor cells in the failing heart. HUVECs served as positive control and displayed the expected positive effect of BDNF on migration [24] while freshly isolated Sca-1 negative cells that were used as a negative control due to lack of TrkB receptor, did not display any effect of BDNF on migration (S2 Fig.).

**Fig 3:**
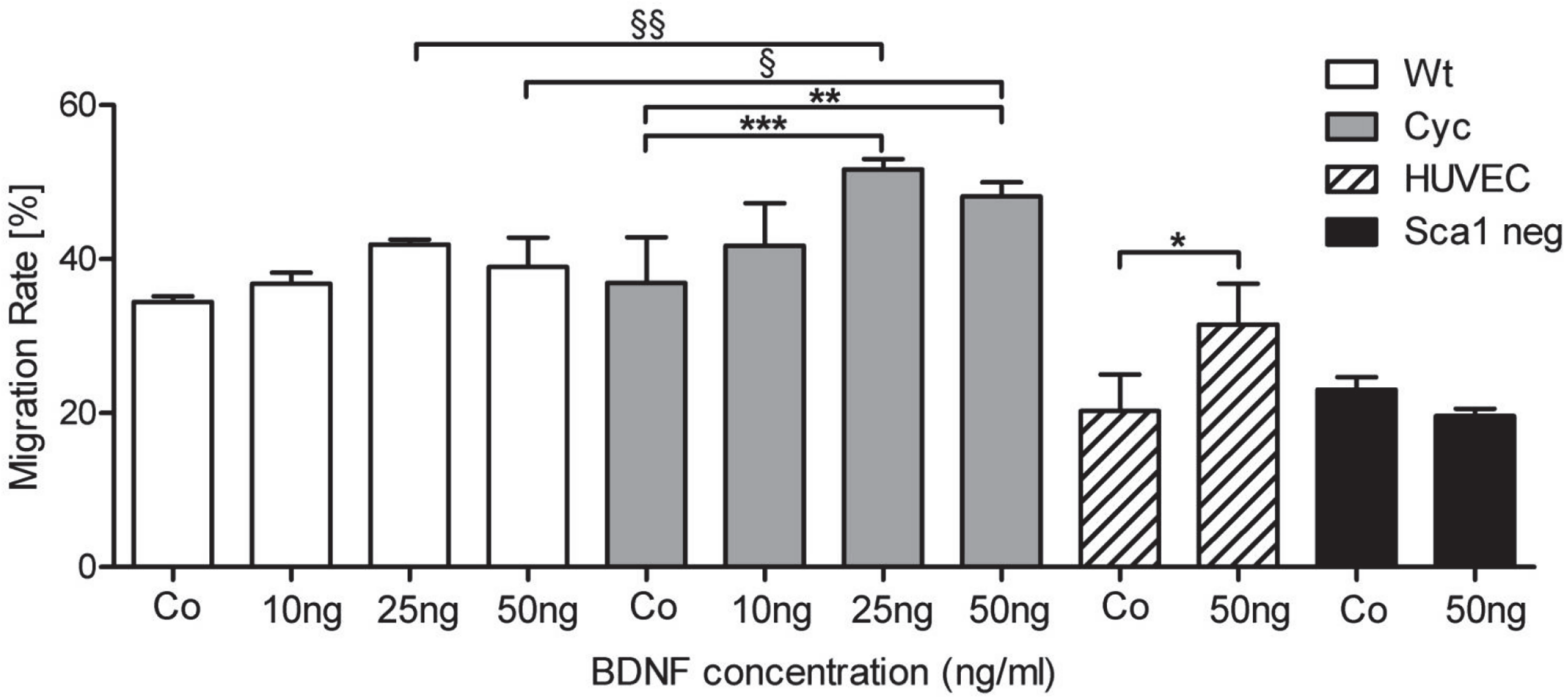
BDNF enhances migration of progenitor cells. Migration of Sca-1 cells (4 x 10^4^) was evaluated using a modified Boyden chamber assay. Freshly isolated cells were exposed to varying concentrations of BDNF (10, 25, 50ng/ml) and allowed to migrate for 2 hours (n = 3; mean ± SD; ANOVA; ***p < 0.0001, **p < 0.001, *p < 0.05 vs Control; §§*p* < 0.001, §*p* < 0.05 vs BDNF).

### Quantitation of BDNF induced alterations in protein synthesis

In order to determine the effect of BDNF on protein synthesis and track the early developmental changes under heart failure condition, pulsed metabolic labeling of Sca-1 cells was carried out as shown in Fig. 4A. To establish stable physiological conditions in the cells after the isolation, cells were cultured in the presence of light amino acid variants for 8 days. TrkB receptor that drives the action of BDNF was also detectable at this time point (S3 Fig.). Afterwards the standard cell culture medium was replaced with medium containing heavy amino acids and cells were simultaneously exposed to different treatments to explore their effect on protein synthesis (pulsed SILAC approach). The different variants included a control, BDNF-treatment (25ng/ml), inhibition of the TrkB receptor with the protein kinase inhibitor K252a and simultaneous addition of the inhibitor K252a and BDNF. For quantitation, the ratios of heavy labeled peptides (synthesized after the medium exchange) to their light labeled counterparts (synthesized prior to the medium change and stable) that are distinguishable based on the peptide mass difference of 6 Da, were used.

**Fig 4:**
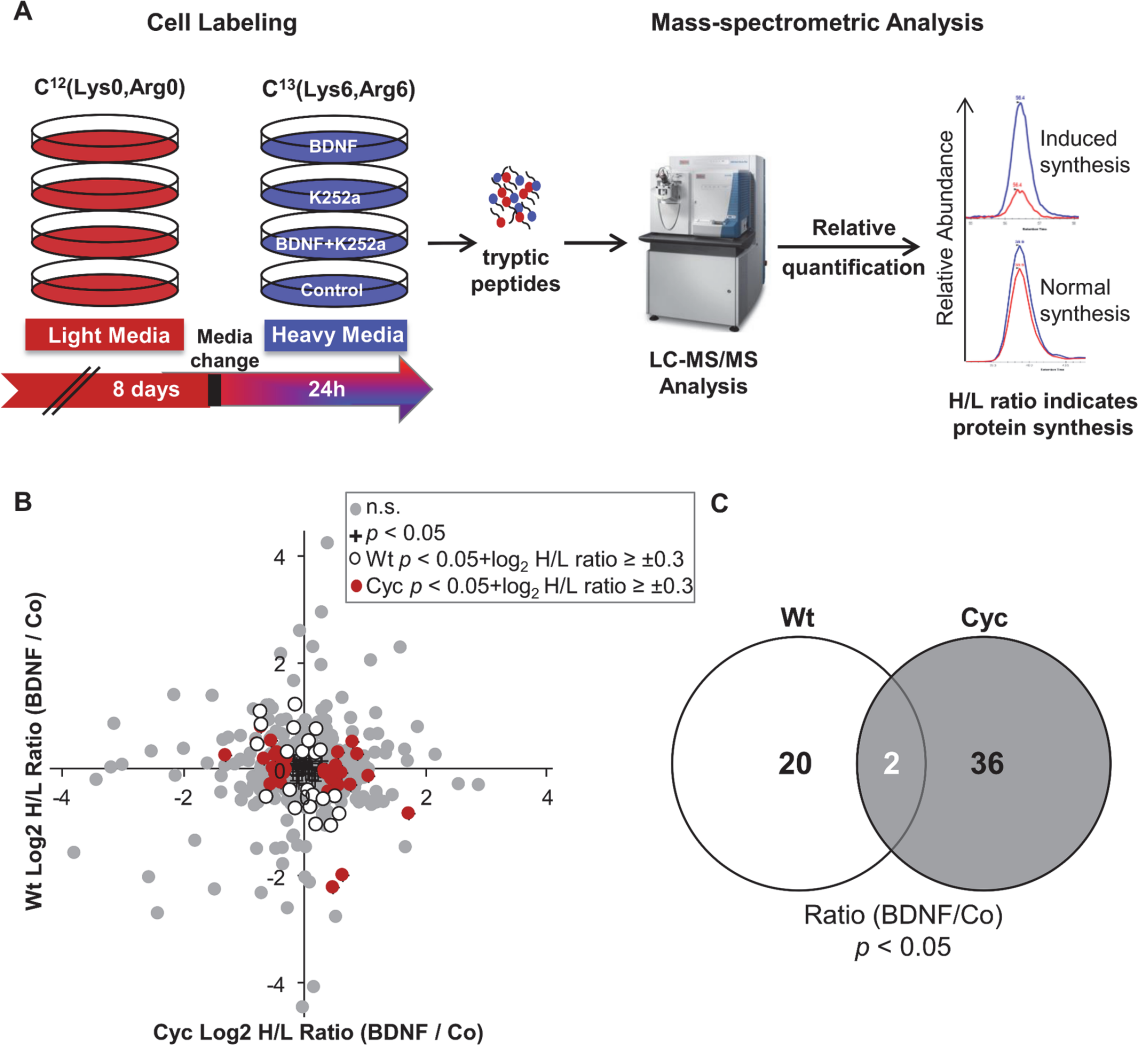
pSILAC analysis of BDNF induced changes in protein synthesis. (A) Schematic representation of pulsed SILAC analysis. Sca-1 cells were cultured for 8days in light medium (red) followed by exchange to medium with heavy lysine and arginine (blue) containing 25ng/ml BDNF or 400nM K252a or a combination of both and allowed to grow for 24 hours. Cell lysates were digested and then subjected to mass spectrometric analysis. Newly synthesized proteins were determined based on H/L ratios. (B) Comparison of BDNF induced changes in the protein synthesis of Cyc and Wt cells (n = 3). Majority of proteins showed moderate change in protein synthesis depicted as grey spots; those identified with statistical significance (*p* < 0.05) are highlighted in black while only differentially regulated proteins in Cyc and Wt cells (*p* < 0.05, log2 ratio ≥ ±0.3) are highlighted in red and white spots respectively. (C) Venn diagram illustrates the overlap of displays protein numbers with altered synthesis rate as a result of BDNF treatment (BDNF vs Co, *p* < 0.05) in both groups of cells.

Within 24 hours after replacement of light with heavy amino acids, the synthesis of a total of 1650 proteins was observed with high confidence in all triplicate samples. For the majority of these, treatment with either BDNF or K252a had no impact since the log2 ratio did not exceed a threshold of ±0.3 between both conditions and the untreated control (Fig. 4B). In order to identify BDNF induced changes, relative abundance of newly synthesized proteins in BDNF treated Cyc and Wt cells were compared to their respective controls. Inhibiting the phosphorylation of TrkB receptor by K252a treatment (S4A Fig.) should alleviate the effects of BDNF and thus proof the specificity of the BDNF effect (S4B Fig.)[25]. In comparison to untreated controls BDNF treatment triggered significant difference (*p* <0.05) in the fraction of newly synthesized proteins for 115 proteins in either the Wt or Cyc cells and for 58 of those proteins the difference was larger than 1.23 fold (log_2_ ratio of at least ±0.3, Fig. 4B). The Venn diagram displayed in Fig. 4C illustrates that BDNF basically targeted entirely different protein populations in Cyc and Wt cells with only a minimal overlap. The two proteins regulated upon BDNF treatment in Cyc and Wt cells-SRRT and PSME2 showed an inverse regulation pattern.

A more detailed analysis of regulated proteins was carried out using K-means clustering based on positive correlation. BDNF-regulated proteins of cells from Cyc and Wt hearts were assigned to 2 clusters representing positive (Cluster 1) and negative (Cluster 2) effects of BDNF, respectively. The log2 ratios of the different treatment conditions of the top regulated proteins of each cluster are specified in Fig. 5, S5 Table. Furthermore, functional annotation of these regulated proteins using IPA analysis revealed BDNF induced synthesis of cell survival proteins such as API5, HMOX1 and SIR2 in Wt cells. In addition, proteins associated with cell proliferation like LAMC1, SRRT, DNM1L were induced in these cells. Other proteins that negatively regulated cell proliferation such as PLXNB2 and MGP were repressed in Wt cells as a result of BDNF stimulation. However, in Cyc cells BDNF induced synthesis of cell survival proteins such as HDGF, TIMP1 and TUBB3, while proteins associated with cell proliferation such as CDK1, CDC16, SRRT and PHACTR4 were repressed suggesting a reduction of mitotic events under pathological conditions.

**Fig 5:**
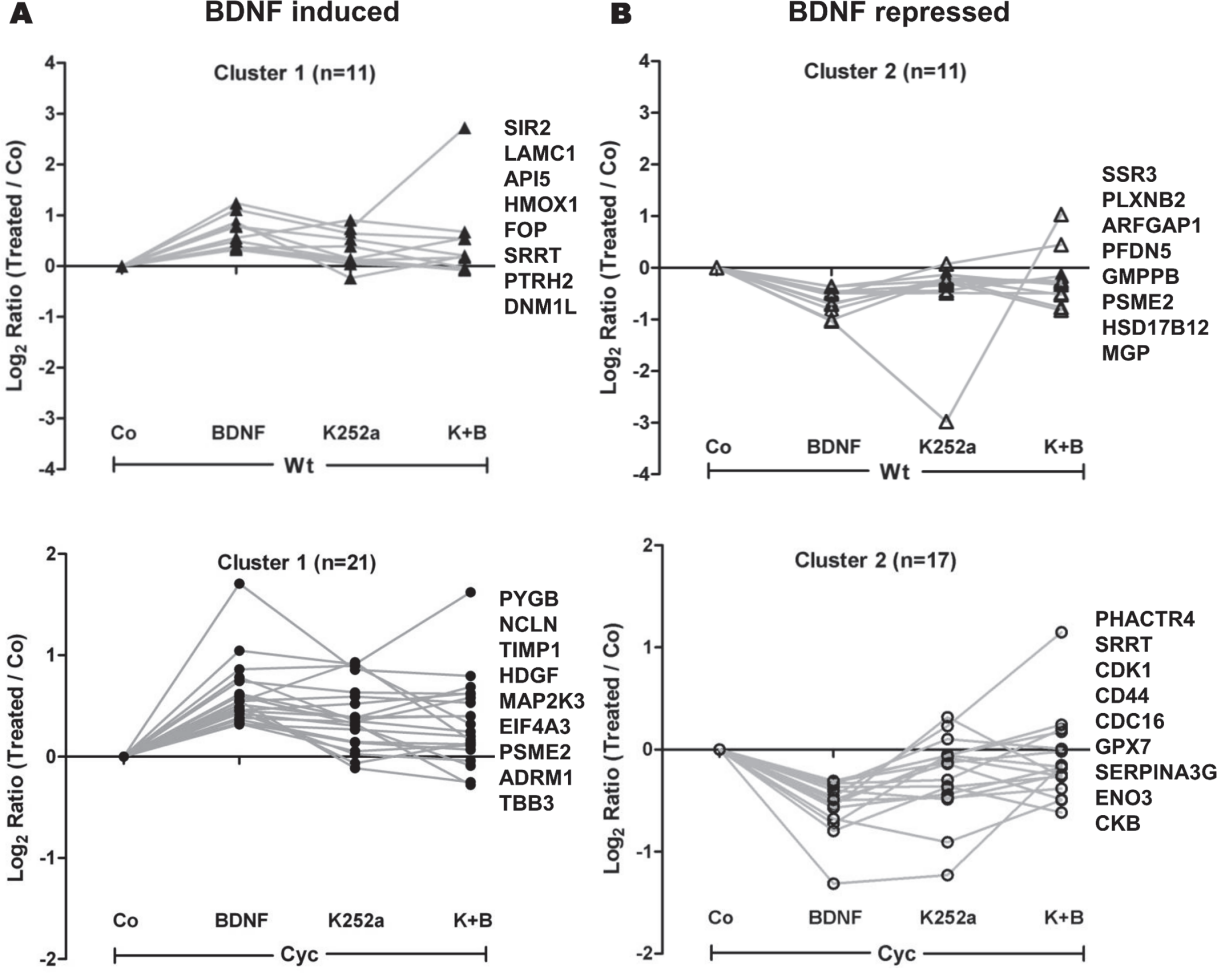
K-means clustering of newly synthesized proteins. K-means clustering of differentially regulated proteins under different treatment conditions compared to their respective controls. (A) represents BDNF induced up-regulation in protein synthesis, while (B) represents down regulation. Top regulated proteins in response to BDNF treatment are specified in each cluster (S5 Table *)*.

### BDNF-mediated effects on Sca-1 cell proliferation

Opposite effects of BDNF were observed by the pSILAC analysis for proteins associated with cell cycle progression such as CDK1 and SRRT (Fig. 6A,B) in Sca-1 cells originating from control or transgenic hearts. While BDNF stimulated the synthesis of both proteins in Wt cells, their synthesis was decreased in Cyc cells. Therefore, we further assessed the effect of BDNF on the proliferative potential of Sca-1 cells using a BrdU-based assay in which proliferation rate was determined by comparing BrdU incorporation in BDNF-stimulated versus untreated control cells. BDNF stimulated the proliferation of Wt cells up to 25ng/ml BDNF in a concentration-dependent manner while such an effect was not seen with Cyc cells (Fig. 6C). The proliferative capacity of Cyc and Wt untreated control cells did not differ significantly (1.1 fold; *p* < 0.1, Student’s t-test). In addition, immunoblots revealed that BDNF induced activation of p38MAPK signaling in Cyc cells while a reverse effect was observed in Wt cells (Fig. 6D). Since the p38MAPK signal is reported to activate cell differentiation processes by inhibiting cell proliferation [26], our results might provide an indication of BDNF treatment induced reduction in cell cycle progression in Cyc cells probably leading to initiation of cell differentiation.

**Fig 6:**
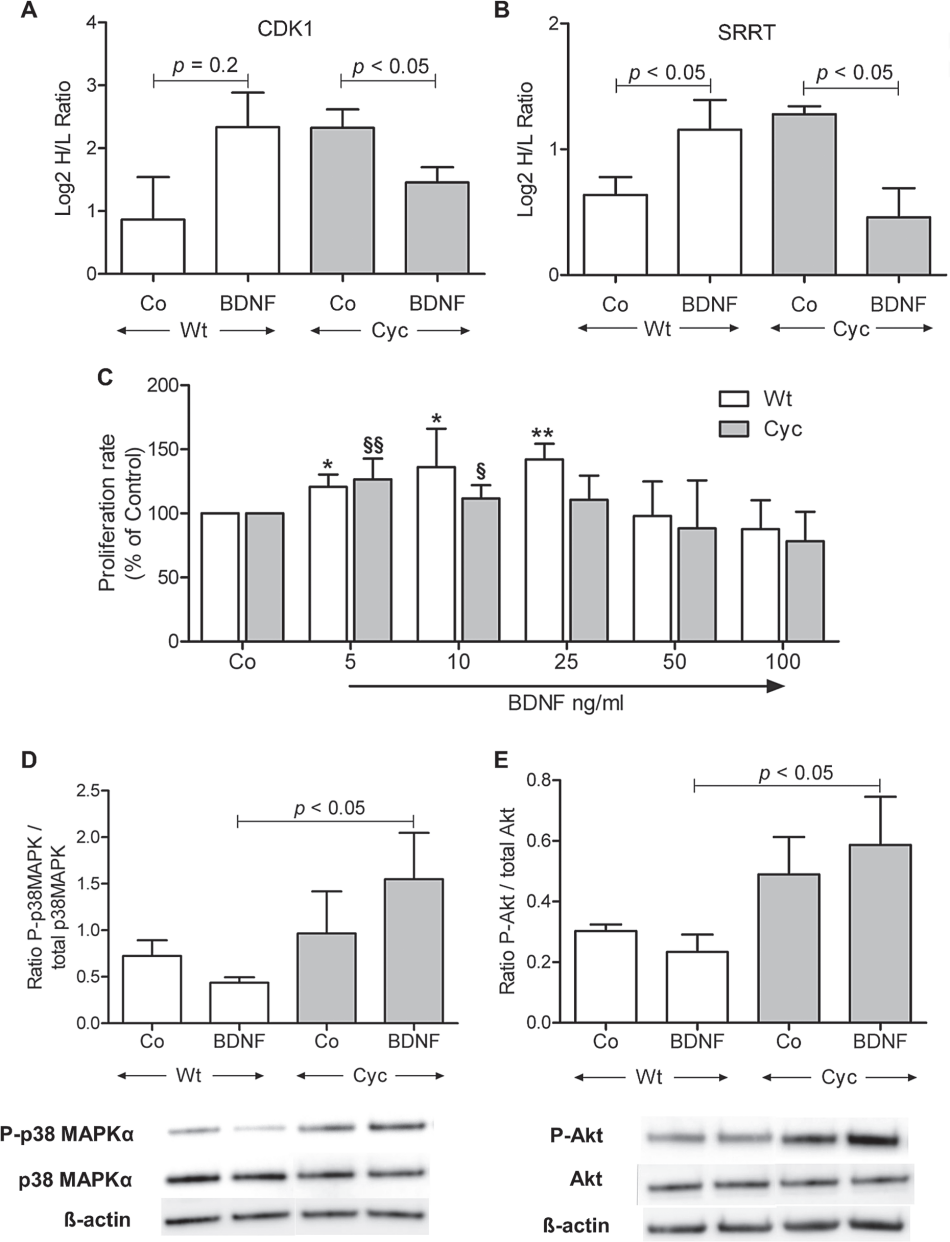
BDNF-mediated alterations on Sca-1 cells. (A, B) Relative changes in protein synthesis of CDK1 and SRRT denoted as log2 H/L ratio for Wt and Cyc cells under BDNF treated and untreated conditions (n = 3; mean ± SD; * *p* < 0.05; t-test). (C) Impact of BDNF on cell proliferation of Sca-1cells as assessed by BrdU incorporation after 24 hours treatment. Change in proliferation rate in BDNF treated cells was determined in comparison to the untreated condition in respective cells (n = 3; mean ± SD; * *p* < 0.05, ** *p* < 0.01 against Wt Co, § *p* < 0.05, §§ *p*<0.01 against Cyc Co; t-test, paired). (D, E) Representative immunoblots indicating the degree of phosphorylation of p38 MAPKα (D) and Akt (E). Quantification of phosphorylation was achieved by normalization against band intensities of the unphosphorylated form (n = 3; mean ± SD; * *p* <0.05; ANOVA).

Furthermore BDNF treatment slightly improved phosphorylation of Akt (Fig. 6E) in Cyc cells but decreased the same in Wt cells. Under BDNF-stimulation Akt-phosphorylation was significantly stronger in Cyc cells compared to Wt, suggesting an improved pro-survival effect of BDNF under pathological conditions. However, no significant difference was observed in the absence of BDNF stimulation. Hence, immunoblot results further supported the findings of pSILAC analysis.

## Discussion

The adult mammalian heart harbors a subpopulation of cardiac progenitor cells that are capable of restoring myocardial function after injury. Homing of stem cells to a heart lesion is one of the pre-requisites for inducing repair processes via stem cell transplantation. Oh *et al*. have previously reported that resident Sca-1 cells home to the damaged myocardium and differentiate in part into functional cardiomyocytes when injected into diseased animals but showed no effect in healthy animals [4]. Therefore, a better understanding of molecular events during disease is quite essential for designing effective treatment options. To our knowledge the present study is the first to analyze the molecular characteristics of adult resident Sca-1 positive progenitor cells derived from the failing heart.

To delineate the heart failure mediated molecular changes, we first performed a microarray-based transcriptome profiling of freshly isolated undifferentiated Sca-1 cells derived from failing hearts in comparison to their healthy counterparts. 

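Over the tested probe sets, 98.7% differed by less than 2-fold between Cyc and Wt cells. The log2 values of the 2 genotypes correlated with r = 0.970 in experiment 1 and with 0.964 in experiment 2, against 0.944 between the Cyc pools and 0.960 between the Wt pools, across probe sets that are not independent replicates. Fabp4, a fatty acid carrier of capillaries, had intensities of 18275 and 18324 in Cyc and of 18266 and 15886 in Wt cells. In both pools of replicate 2 these were the highest values of the array, so a difference could go unseen there. Cdh5, an endothelial cadherin, had intensities of 8279.8 and 9015 in Cyc and of 8439 and 9157 in Wt cells. Of 19 endothelial markers, Plvap, a protein of fenestrated vessels, rose and 18 did not pass the thresholds (none when adjusted over the list alone), with a median of -0.15 (camera, adjusted p = 0.169; adjusted p = 0.589 with an estimated correlation). None of 21 fibroblast markers passed the thresholds at its brightest probe set, also when adjusted over the list alone, while Mfap5 rose at another. Gsn, an actin-severing protein, had a log2 fold change of -0.11. Their median was 0.32, with 0.07 and 0.46 in the 2 experiments (camera, adjusted p = 0.00178; adjusted p = 0.536 with an estimated correlation), and the adjusted p was 0.214 without the Cyc pool of replicate 1 and 0.72 without the Wt pool of replicate 2. Of 14 smooth muscle and pericyte markers, Abcc9 and Kcnj8, subunits of a potassium channel, rose and 12 did not pass the thresholds (none rose when adjusted over the list alone). The median was 0.61, with 0.28 and 0.83 in the 2 experiments (camera, adjusted p = 3.05e-05; adjusted p = 0.536 with an estimated correlation), but it was -0.01 without the Cyc pool of replicate 2 and 0.20 without the Wt pool of replicate 1. Among 9 macrophage markers, Ctss, Cd52 and Tyrobp rose (none when adjusted over the list alone). The list's median was 1.06, with -0.01 in experiment 1 and 1.86 in experiment 2 (camera, adjusted p = 0.000188; adjusted p = 0.536 with an estimated correlation). It ran from 0.41 (without the Wt pool of replicate 2) to 1.67 (without the Cyc pool of replicate 1) when each pool was left out. Without the Cyc pool of replicate 2 it was 0.43.

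**Figure D3:**
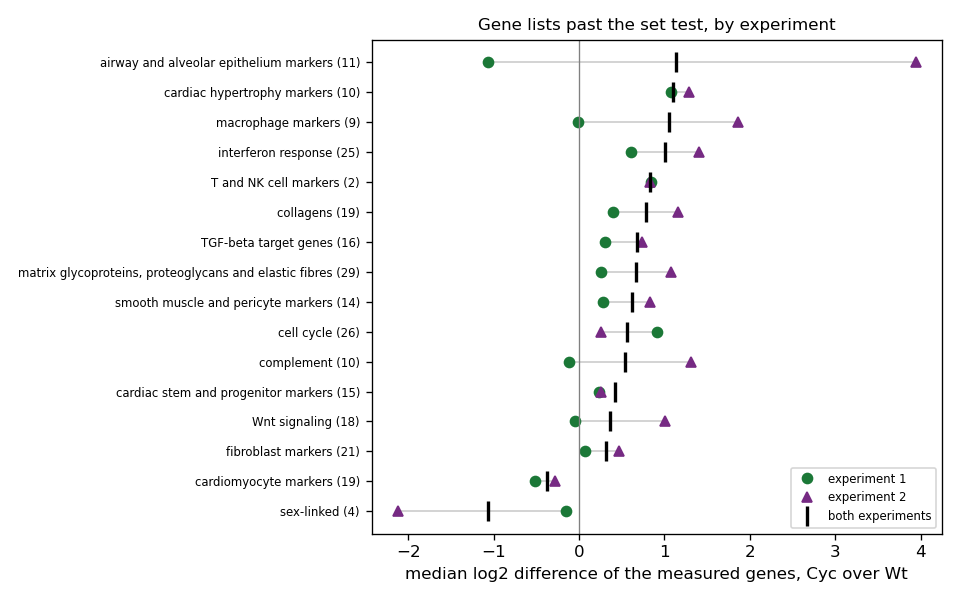
Median log2 difference between Cyc and Wt cells over the measured genes (number in brackets) of the 16 lists with a camera adjusted p under 0.05. It is shown for experiment 1 (circles), experiment 2 (triangles) and both (bars). None of the lists keeps this adjusted p with an estimated correlation, a setting with little power. The airway list, with 11 genes, runs from -1.06 to 3.95, while hypertrophy markers lie at 1.08 and 1.29.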

In general transgenic Cyc cells as well as healthy Wt cells shared a similar expression profile. A subset of 197genes showed differential expression indicating initiation of a specific expression program in response to heart failure. Thus, in Cyc cells we observed higher expression of genes encoding Nppa, Ccl5, Ctgf and Ankrd1, which have been shown to be associated with heart failure in earlier studies [27–30]. Furthermore, functional allocation of differentially expressed genes revealed higher enrichment of GO categories such as cell migration, angiogenesis, cardiovascular development, and Ca^+2^ mobilization suggesting the development of cardiogenic repair potential following injury. 

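Postn, the gene of the matricellular protein periostin, rose from 821 ± 84.5 in Wt to 3199 ± 1122 in Cyc cells (SD, n = 2 pools; log2 fold change 1.90, standard error 0.33). The change was 1.43 in experiment 1 and 2.37 in experiment 2. For Ptn it was 1.31 and 1.84. Ccl5 was dim in Wt cells, at 45.6 and 11.9, against 97.3 and 215.7 in Cyc cells.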

A large proportion (23%) of the differentially expressed genes was associated with cell migration, of which Bdnf, Ccl5, Postn, Ptn were among the top candidates [31–33]. 

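Bgn, a small proteoglycan of the matrix, rose from 3082 ± 691 to 6539 ± 1405 (SD, n = 2 pools; log2 fold change 1.08, standard error 0.30), and Mmp23b, a membrane-bound metalloproteinase, from 79.1 ± 33.9 to 210 ± 6.6 (1.30, 0.33). Mmp14, another membrane metalloproteinase, had intensities of 79.7 and 126.7 in Cyc and of 40.4 and 48.9 in Wt cells. At this probe set, that of S4 Table, the intensities differ at least 2.01-fold, but with 16 added before log2 it missed the 2-fold threshold. A brighter Mmp14 probe set, at 350.4 and 488.9 in Cyc and at 217.3 and 208.2 in Wt cells, had a log2 fold change of 0.91 (standard error 0.27) and missed it as well. Col1a1, a chain of type I collagen, had a log2 fold change of 0.53 (standard error 0.45) at the probe set of S4 Table, with -0.29 in experiment 1 and 1.36 in experiment 2. At another probe set it rose by 1.16 (0.41). In the lists below each gene is taken at its brightest probe set. Of 19 measured collagens, Col1a1 (by the latter probe set), Col5a2, Col18a1 and Col8a2 rose, none fell and 15 did not pass the thresholds (2 rose when adjusted over the list alone), and Col1a2 rose at another probe set. The 4 brightest collagens, Col4a1, Col3a1, Col4a2 and Col1a2, had log2 fold changes of 0.13, 0.44, 0.24 and 0.70 and did not pass there. With the experiment as a block, Col4a4 and Col12a1 rose as well, 6 collagens in all. Col18a1, a basement membrane collagen, had a log2 fold change of 1.32. The median was 0.78, with 0.40 and 1.16 in the 2 experiments (camera, adjusted p = 1.43e-13; adjusted p = 0.536 with an estimated correlation). Of 29 matrix glycoproteins, proteoglycans and elastic fibre genes, 9 rose, none fell and 20 did not pass the thresholds (5 rose when adjusted over the list alone), and Bgn and Mfap5 rose at other probe sets. Mfap4, a microfibril protein, rose by 2.16 on the log2 scale (standard error 0.26) and Eln, the gene of elastin, by 1.49 (0.28). Cilp, Thbs1 and Loxl3 also rose, while Sparc and Dcn, the brightest members, had log2 fold changes of 0.14 and -0.01. The median was 0.67, with 0.26 and 1.08 in the 2 experiments (camera, adjusted p = 2.35e-14; adjusted p = 0.536 with an estimated correlation). When each pool was left out it ran from 0.43 (without the Wt pool of replicate 2) to 0.90 (without the Cyc pool of replicate 1). Of 16 targets of TGF-β, 6 rose, none fell and 10 did not pass the thresholds (3 rose when adjusted over the list alone), and Pmepa1 and Tgfbi rose at other probe sets. The 6 include Inhbb, a subunit of activin, with a log2 fold change of 1.08, and Nox4, an oxidase, with 1.17. The median was 0.68, with 0.31 and 0.74 in the 2 experiments (camera, adjusted p = 3.51e-07; adjusted p = 0.536 with an estimated correlation). It ran from 0.44 (without the Cyc pool of replicate 2) to 0.91 (without that of replicate 1) when each pool was left out.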

Genes belonging to ECM such as Col1a1, Ltbp2, Ctgf, Postn, Bgn, Mmp14 and Mmp23b were strongly expressed in Cyc cells suggesting their potential to orchestrate in the cardiac healing process under pathological conditions [34]. Moreover, pathway analysis depicted enrichment of genes of the Wnt/ß-catenin signaling cascade (Sfrp2, Frzb, Dkk3, Fzd2, Cdh2), which represent important regulators of stem cell renewal and differentiation [35]. Additionally Notch3, Irf7 and Celf4 transcription factors were highly expressed in Cyc cells which are known to play a crucial role in promoting protection against cardiac fibrosis in response to injury [36,37]. 

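Dkk3, a secreted glycoprotein of the Dickkopf family, rose from 80.0 ± 0.6 in Wt to 300.3 ± 101.5 in Cyc cells (SD, n = 2 pools; log2 fold change 1.68, standard error 0.31). Frzb, a secreted inhibitor of Wnt ligands, rose by 1.39 (0.39) and Fzd2, a Wnt receptor, by 1.19 (0.42). In the 2 experiments Frzb changed by 0.73 and 2.05 and Fzd2 by 0.41 and 1.96. Another tested Fzd2 probe set had a log2 fold change of 0.59 (standard error 0.32). Cdh2, the gene of N-cadherin, was read above 50 only in the Cyc pool of replicate 2, at 123.1 against 43.9, 24.3 and 29.1 in the other pools, and was not tested. At the brightest probe set of each of 18 measured genes of Wnt signaling, Sfrp2, Frzb, Dkk3 and Wisp2 rose, none fell and 14 did not pass the thresholds (none when adjusted over the list alone). Fzd2, which rose at a dimmer probe set, is counted among the 14. The paper names the risen genes as higher on these same arrays, so the list is not independent evidence of a direction. Ctnnb1, the gene of ß-catenin, had a log2 fold change of 0.10 (standard error 0.23), and Tcf4, a helix-loop-helix factor distinct from the partner of ß-catenin once given this name, of -0.22 (0.38). The median was 0.36, with -0.05 in experiment 1 and 1.01 in experiment 2 (camera, adjusted p = 0.000273; adjusted p = 0.536 with an estimated correlation). Without the Cyc pool of replicate 2 it was 0.11 (adjusted p = 0.077).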

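Irf7, a transcription factor of the interferon response, rose from 170 ± 76.2 in Wt to 541 ± 159 in Cyc cells (SD, n = 2 pools; log2 fold change 1.61, standard error 0.41), with 0.89 and 2.34 in the 2 experiments. Notch3, a receptor whose cleaved part acts in the nucleus, had intensities of 421.7 and 1322 in Cyc and of 347.3 and 553.6 in Wt cells, a log2 fold change of 0.75 (standard error 0.61) that did not pass the thresholds. Celf4, an RNA-binding protein, was read above 50 only in the Cyc pool of replicate 2, at 110.2 against 33.9, 16.8 and 8.9, and was not tested. None of 15 measured genes of Notch signaling passed the thresholds, also when adjusted over the list alone. Notch1 had a log2 fold change of -0.27 (standard error 0.41), its ligand Jag1 of 0.37 (0.52) and its target Hey1 of -0.08 (0.33). The median was -0.03 (camera, adjusted p = 0.748; adjusted p = 0.948 with an estimated correlation), with -0.05 and -0.02 in the 2 experiments.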

Overall, these results suggest that Sca-1 cells exhibit a tightly regulated mechanism that controls stem cell renewal and homeostasis probably leading to healing of the injured heart.

Besides showing higher BDNF mRNA amounts, the level of BDNF protein was also higher in Cyc compared to Wt cells. Recently Okada *et al*. have reported encouraging results on restoration of cardiac function post-myocardial infarction, after peripheral administration of BDNF [14]. In addition to the paracrine effect of BDNF on major heart cell populations such as cardiomyocytes or fibroblasts, there might exist an autocrine effect. Here, we have shown that Sca-1 cells express the TrkB receptor, which prompted us to investigate the autocrine effect of exogenously added BDNF on progenitor cells. Assessment of the migratory potential of Sca-1 cells revealed no difference between Sca-1 cells of Cyc and Wt hearts under control conditions, which indicates that endogenous BDNF does not affect cell migration. However, exogenous addition of BDNF significantly improved the migration rate in a dose dependent manner in Cyc cells, with a maximum effect at 25ng/ml. HUVECs showed a similar increase in migration potential in the presence of BDNF. Hence our study suggests that the mobilization of adult Sca-1 cells derived from damaged myocardium is facilitated in the presence of BDNF, which in turn might improve their homing efficiency. However investigation on the paracrine effect of BDNF is currently ongoing.

Although BDNF was shown to positively regulate pro-survival and pro-angiogenic effects on neural stem cells [38], its biological activity is not solely limited to the brain. We aimed to determine the regulatory effect of this neurotrophic factor on cardiac progenitor cells, which are known to attenuate heart dysfunction [13]. Mass spectrometry-based proteomics offers the opportunity to gain insight into cellular physiology [39]. Previous works have employed SILAC strategies to determine the protein turnover using differential labeling with amino acid variants [40]. Schwanhaeusser *et al*. have developed a pSILAC approach [16] that would allow direct quantification of endogenous protein translation in response to external stimuli. Most of the proteins involved in signal transduction and transcriptional regulation are present in low abundance and are dramatically affected in response to perturbation. Such small changes in total protein level are difficult to detect against a large background of preformed proteins. Therefore, we have implemented a slightly modified pSILAC technique using heavy and light variants of amino acids to increase the sensitivity of detecting changes in the protein profile that results from a response to the BDNF stimulus. Such a pulsed labeling approach would focus on tracing the newly synthesized proteins after the addition of BDNF, which might be beneficial to determine the fate of the investigated precursor cells. The global protein synthesis profile of Cyc or Wt cells was not altered by the addition of either BDNF or the TrkB inhibitor K252a alone or in combination. Of 1650 proteins monitored only 58 proteins were differentially regulated in Cyc and Wt cells upon BDNF stimulation. In addition, the effect of BDNF on protein synthesis in Sca-1 cells from Wt and Cyc hearts largely differed, indicating a divergent effect of BDNF in Sca-1 cells under physiological and pathological conditions.

In an attempt to explore BDNF-mediated regulation in Sca-1 cells, all differentially regulated proteins were grouped into clusters representing positive or negative BDNF-effects, respectively. Functional annotation of each cluster indicated enrichment of categories such as cell survival and cell cycle progression. Protein synthesis of HDGF, TIMP1 and TUBB3, well known inhibitors of cell death, [41,42] was up regulated in Cyc stimulated cells while other survival proteins such as API5, HMOX1, SIR2 were up regulated in Wt cells [43,44]. Moreover, Western blot analysis illustrated increased phosphorylation of Akt which is the major mediator of survival signaling [45]. Hence, exogenous BDNF stimulation might be in part responsible for survival of progenitor cells derived from failing hearts [11,46]. In addition to that, we observed contrasting regulation patterns in both cell types, e.g., proteins that drive cell cycle progression such as CDK1and SRRT were down regulated in Cyc cells while they were shown to be up regulated in Wt cells [25,47]. BDNF stimulated the proliferation of Wt cells while the proliferation rate decreased in Cyc cells after 24 hours treatment that further supported the findings of pSILAC analysis. Besides up regulation of MAP2K3 (S5 Fig.) indicated in pSILAC data, an increased phosphorylation of p38MAPK, which is a downstream target of MAP2K3, probably indicated the initiation of a differentiation program by suppressing mitotic events in Cyc cells [26,48].

## Conclusion

Here we have generated a comprehensive overview of global molecular changes in adult Sca-1 cells underlying heart failure conditions. Our comparative microarray-based study provided insights into their endogenous behavior during heart failure and unraveled their potential characteristics. The results indicate that the cardiogenic potential of Sca-1 cells is enhanced during heart failure condition. In addition, we explored the functional implications of BDNF expression, which was found to be elevated in failing hearts. We further provided supporting evidence on the regulatory role of exogenous BDNF on migration, proliferation and survival of progenitor cells, which might offer a therapeutic option for treatment of heart failure. However, it remains to be investigated whether local delivery of BDNF will improve the functional role of Sca-1 progenitor cells inside the damaged myocardium. Further *in vivo* experiments are necessary to extend our knowledge on BDNF driven fate of adult Sca-1 cells in cardiac dysfunction.

## Supporting Information

S1 Fig Gene expression profile of cell migration associated genes in Cyc and Wt cells. (TIF) Click here for additional data file.

S2 Fig Immunoblot analysis of TrkB receptor in Sca-1 positive and Sca-1 negative cells. (TIF) Click here for additional data file.

S3 Fig Expression of TrkB receptor on cultured cells. (TIF) Click here for additional data file.

S4 Fig Blocking of TrkB receptor. (TIF) Click here for additional data file.

S5 Fig BDNF regulates the synthesis of MAP2K3. (TIF) Click here for additional data file.

S1 Table List of Taqman genes expression assays used in qRT PCR analysis. (DOCX) Click here for additional data file.

S2 Table Gene expression of Cyclin T1 (Ccnt1), Gαq (Gnaq) and Sca-1 (Ly6a) in Sca-1 cells derived from transgenic and wildtype control mice. (DOCX) Click here for additional data file.

S3 Table Functional enrichment of biological processes in Cyc cells compared to Wt cells. (DOCX) Click here for additional data file.

S4 Table List of differentially expressed genes in Cyc cells compared to Wt cells. (DOCX) Click here for additional data file.

S5 Table K-means clustering of BDNF- mediated regulated proteins in Cyc and Wt cells. Data represents average of log2 transformed H/L ratios.
(DOCX) Click here for additional data file.

## References

[1] BernsteinHS, SrivastavaD (2012) Stem cell therapy for cardiac disease. Pediatr Res 71: 491–499. 10.1038/pr.2011.61 22430385

[2] GarbernJC, LeeRT (2013) Cardiac stem cell therapy and the promise of heart regeneration. Cell Stem Cell 12: 689–698. 10.1016/j.stem.2013.05.008 23746978PMC3756309

[3] AnversaP, KajsturaJ, RotaM, LeriA (2013) Regenerating new heart with stem cells. J Clin Invest 123: 62–70. 10.1172/JCI63068 23281411PMC3533279

[4] OhH, BradfuteSB, GallardoTD, NakamuraT, GaussinV, MishinaY, et al (2003) Cardiac progenitor cells from adult myocardium: homing, differentiation, and fusion after infarction. Proc Natl Acad Sci U S A 100: 12313–12318. 1453041110.1073/pnas.2132126100PMC218755

[5] BradfuteSB, GraubertTA, GoodellMA (2005) Roles of Sca-1 in hematopoietic stem/progenitor cell function. Exp Hematol 33: 836–843. 1596386010.1016/j.exphem.2005.04.001

[6] TateishiK, AshiharaE, TakeharaN, NomuraT, HonshoS, NakagamiT, et al (2007) Clonally amplified cardiac stem cells are regulated by Sca-1 signaling for efficient cardiovascular regeneration. J Cell Sci 120: 1791–1800. 1750248410.1242/jcs.006122

[7] SamalR, AmelingS, WenzelK, DhopleV, VolkerU, FelixSB, et al (2012) OMICS-based exploration of the molecular phenotype of resident cardiac progenitor cells from adult murine heart. J Proteomics 75: 5304–5315. 10.1016/j.jprot.2012.06.010 22749858

[8] ChangHY, ThomsonJA, ChenX (2006) Microarray analysis of stem cells and differentiation. Methods Enzymol 420: 225–254. 1716169910.1016/S0076-6879(06)20010-7

[9] DeyD, HanL, BauerM, SanadaF, OikonomopoulosA, HosodaT, et al (2013) Dissecting the molecular relationship among various cardiogenic progenitor cells. Circ Res 112: 1253–1262. 10.1161/CIRCRESAHA.112.300779 23463815PMC3657513

[10] ChenBY, WangX, WangZY, WangYZ, ChenLW, LuoZJ (2013) Brain-derived neurotrophic factor stimulates proliferation and differentiation of neural stem cells, possibly by triggering the Wnt/beta-catenin signaling pathway. J Neurosci Res 91: 30–41. 10.1002/jnr.23138 23023811

[11] KimH, LiQ, HempsteadBL, MadriJA (2004) Paracrine and autocrine functions of brain-derived neurotrophic factor (BDNF) and nerve growth factor (NGF) in brain-derived endothelial cells. J Biol Chem 279: 33538–33546. 1516978210.1074/jbc.M404115200

[12] CaporaliA, EmanueliC (2009) Cardiovascular actions of neurotrophins. Physiol Rev 89: 279–308. 10.1152/physrev.00007.2008 19126759PMC2836529

[13] LeenenFH, TuanaBS (2012) Cardioprotective brain mechanisms. Arterioscler Thromb Vasc Biol 32: 1749–1750. 10.1161/ATVBAHA.112.252627 22815337

[14] OkadaS, YokoyamaM, TokoH, TatenoK, MoriyaJ, ShimizuI, et al (2012) Brain-derived neurotrophic factor protects against cardiac dysfunction after myocardial infarction via a central nervous system-mediated pathway. Arterioscler Thromb Vasc Biol 32: 1902–1909. 10.1161/ATVBAHA.112.248930 22556331

[15] KermaniP, RafiiD, JinDK, WhitlockP, SchafferW, ChiangA, et al (2005) Neurotrophins promote revascularization by local recruitment of TrkB+ endothelial cells and systemic mobilization of hematopoietic progenitors. J Clin Invest 115: 653–663. 1576514810.1172/JCI200522655PMC1051987

[16] SchwanhausserB, GossenM, DittmarG, SelbachM (2009) Global analysis of cellular protein translation by pulsed SILAC. Proteomics 9: 205–209. 10.1002/pmic.200800275 19053139

[17] MannM (2006) Functional and quantitative proteomics using SILAC. Nat Rev Mol Cell Biol 7: 952–958. 1713933510.1038/nrm2067

[18] LandsbergerM, WolffB, JantzenF, RosenstengelC, VogelgesangD, StaudtA, et al (2007) Cerivastatin reduces cytokine-induced surface expression of ICAM-1 via increased shedding in human endothelial cells. Atherosclerosis 190: 43–52. 1652975210.1016/j.atherosclerosis.2006.02.009

[19] WengL, DaiH, ZhanY, HeY, StepaniantsSB, BassettDE (2006) Rosetta error model for gene expression analysis. Bioinformatics 22: 1111–1121. 1652267310.1093/bioinformatics/btl045

[20] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25: 402–408. 1184660910.1006/meth.2001.1262

[21] LechtS, Arien-ZakayH, KohanM, LelkesPI, LazaroviciP (2010) Angiostatic effects of K252a, a Trk inhibitor, in murine brain capillary endothelial cells. Mol Cell Biochem 339: 201–213. 10.1007/s11010-010-0386-9 20148355

[22] ViljoenKS, BlackburnJM (2013) Quality assessment and data handling methods for Affymetrix Gene 1.0 ST arrays with variable RNA integrity. BMC Genomics 14: 14 10.1186/1471-2164-14-14 23324084PMC3557148

[23] SanoM, WangSC, ShiraiM, ScagliaF, XieM, SakaiS, et al (2004) Activation of cardiac Cdk9 represses PGC-1 and confers a predisposition to heart failure. Embo J 23: 3559–3569. 1529787910.1038/sj.emboj.7600351PMC516624

[24] MatsudaS, FujitaT, KajiyaM, TakedaK, ShibaH, KawaguchiH, et al (2012) Brain-derived neurotrophic factor induces migration of endothelial cells through a TrkB-ERK-integrin alphaVbeta3-FAK cascade. J Cell Physiol 227: 2123–2129. 10.1002/jcp.22942 21769870

[25] Ovejero-BenitoMC, FradeJM (2013) Brain-derived neurotrophic factor-dependent cdk1 inhibition prevents G2/M progression in differentiating tetraploid neurons. PLoS ONE 8: e64890 10.1371/journal.pone.0064890 23741412PMC3669015

[26] EngelFB, SchebestaM, DuongMT, LuG, RenS, MadwedJB, et al (2005) p38 MAP kinase inhibition enables proliferation of adult mammalian cardiomyocytes. Genes Dev 19: 1175–1187. 1587025810.1101/gad.1306705PMC1132004

[27] HorsthuisT, HouwelingAC, HabetsPE, de LangeFJ, el AzzouziH, CloutDE, et al (2008) Distinct regulation of developmental and heart disease-induced atrial natriuretic factor expression by two separate distal sequences. Circ Res 102: 849–859. 10.1161/CIRCRESAHA.107.170571 18276916

[28] MontecuccoF, BraunersreutherV, LengletS, DelattreBM, PelliG, BuatoisV, et al (2012) CC chemokine CCL5 plays a central role impacting infarct size and post-infarction heart failure in mice. Eur Heart J 33: 1964–1974. 10.1093/eurheartj/ehr127 21606075

[29] PanekAN, PoschMG, AleninaN, GhadgeSK, ErdmannB, PopovaE, et al (2009) Connective tissue growth factor overexpression in cardiomyocytes promotes cardiac hypertrophy and protection against pressure overload. PLoS ONE 4: e6743 10.1371/journal.pone.0006743 19707545PMC2727794

[30] Duboscq-BidotL, CharronP, RuppertV, FauchierL, RichterA, TavazziL, et al (2009) Mutations in the ANKRD1 gene encoding CARP are responsible for human dilated cardiomyopathy. Eur Heart J 30: 2128–2136. 10.1093/eurheartj/ehp225 19525294

[31] LongH, XieR, XiangT, ZhaoZ, LinS, LiangZ, et al (2012) Autocrine CCL5 signaling promotes invasion and migration of CD133+ ovarian cancer stem-like cells via NF-kappaB-mediated MMP-9 upregulation. Stem Cells 30: 2309–2319. 10.1002/stem.1194 22887854

[32] LiG, JinR, NorrisRA, ZhangL, YuS, WuF, et al (2010) Periostin mediates vascular smooth muscle cell migration through the integrins alphavbeta3 and alphavbeta5 and focal adhesion kinase (FAK) pathway. Atherosclerosis 208: 358–365. 10.1016/j.atherosclerosis.2009.07.046 19695571PMC2841688

[33] HeissC, WongML, BlockVI, LaoD, RealWM, YeghiazariansY, et al (2008) Pleiotrophin induces nitric oxide dependent migration of endothelial progenitor cells. J Cell Physiol 215: 366–373. 1796055710.1002/jcp.21313PMC2697332

[34] HutchinsonKR, StewartJAJr, LucchesiPA (2010) Extracellular matrix remodeling during the progression of volume overload-induced heart failure. J Mol Cell Cardiol 48: 564–569. 10.1016/j.yjmcc.2009.06.001 19524591PMC2824070

[35] NusseR, FuererC, ChingW, HarnishK, LoganC, ZengA, et al (2008) Wnt signaling and stem cell control. Cold Spring Harb Symp Quant Biol 73: 59–66. 10.1101/sqb.2008.73.035 19028988

[36] Nemir M, Metrich M, Plaisance I, Lepore M, Cruchet S, Berthonneche C, et al. (2012) The Notch pathway controls fibrotic and regenerative repair in the adult heart. Eur Heart J.10.1093/eurheartj/ehs269PMC413970523166366

[37] LaddAN, TaffetG, HartleyC, KearneyDL, CooperTA (2005) Cardiac tissue-specific repression of CELF activity disrupts alternative splicing and causes cardiomyopathy. Mol Cell Biol 25: 6267–6278. 1598803510.1128/MCB.25.14.6267-6278.2005PMC1168813

[38] Kingham PJ, Kolar MK, Novikova LN, Novikov LN, Wiberg M (2013) Stimulating the neurotrophic and angiogenic properties of human adipose derived stem cells enhances nerve repair. Stem Cells Dev.10.1089/scd.2013.039624124760

[39] ArabS, GramoliniAO, PingP, KislingerT, StanleyB, van EykJ, et al (2006) Cardiovascular proteomics: tools to develop novel biomarkers and potential applications. J Am Coll Cardiol 48: 1733–1741. 1708424210.1016/j.jacc.2006.06.063

[40] BoisvertFM, AhmadY, GierlinskiM, CharriereF, LamontD, ScottM, et al (2012) A quantitative spatial proteomics analysis of proteome turnover in human cells. Mol Cell Proteomics 11: M111 011429.10.1074/mcp.M111.011429PMC331672221937730

[41] TsangTY, TangWY, TsangWP, CoNN, KongSK, KwokTT (2008) Downregulation of hepatoma-derived growth factor activates the Bad-mediated apoptotic pathway in human cancer cells. Apoptosis 13: 1135–1147. 10.1007/s10495-008-0241-6 18651222

[42] GuoLJ, LuoXH, XieH, ZhouHD, YuanLQ, WangM, et al (2006) Tissue inhibitor of matrix metalloproteinase-1 suppresses apoptosis of mouse bone marrow stromal cell line MBA-1. Calcif Tissue Int 78: 285–292. 1669149410.1007/s00223-005-0092-x

[43] CaiC, TengL, VuD, HeJQ, GuoY, LiQ, et al (2012) The heme oxygenase 1 inducer (CoPP) protects human cardiac stem cells against apoptosis through activation of the extracellular signal-regulated kinase (ERK)/NRF2 signaling pathway and cytokine release. J Biol Chem 287: 33720–33732. 2287959710.1074/jbc.M112.385542PMC3460469

[44] WangH, LiuH, ChenK, XiaoJ, HeK, ZhangJ, et al (2012) SIRT1 promotes tumorigenesis of hepatocellular carcinoma through PI3K/PTEN/AKT signaling. Oncol Rep 28: 311–318. 10.3892/or.2012.1788 22552445

[45] GuoS, SomAT, WaeberC, LoEH (2012) Vascular neuroprotection via TrkB- and Akt-dependent cell survival signaling. J Neurochem 123 Suppl 2: 58–64. 10.1111/j.1471-4159.2012.07944.x 23050643PMC3503457

[46] JiR, MengL, JiangX, CvmNK, DingJ, LiQ, et al (2014) TAM Receptors support neural stem cell survival, proliferation and neuronal differentiation. PLoS One 9: e115140 10.1371/journal.pone.0115140 25514676PMC4267817

[47] DirilMK, RatnacaramCK, PadmakumarVC, DuT, WasserM, CoppolaV, et al (2012) Cyclin-dependent kinase 1 (Cdk1) is essential for cell division and suppression of DNA re-replication but not for liver regeneration. Proc Natl Acad Sci U S A 109: 3826–3831. 10.1073/pnas.1115201109 22355113PMC3309725

[48] HadjalY, HadadehO, YazidiCE, BarruetE, BinetruyB (2013) A p38MAPK-p53 cascade regulates mesodermal differentiation and neurogenesis of embryonic stem cells. Cell Death Dis 4: e737 10.1038/cddis.2013.246 23887628PMC3730419

# Supplementary material for: Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart
**Source:** PLoS One. 2015 Mar 23;10(3):e0120360. doi: 10.1371/journal.pone.0120360
**Supplement:** S1 Table

**S1** **Table** **List of Taqman genes expression assays used in qRT PCR analysis**

| **Gene Symbol** | **Gene name** | **TaqMan Assays*** | **Microarray^+^** | **P-value** | **RT-PCR^+^** | **P-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Actb | Beta-actin | Mm00607939_s1 |  |  |  |  |
| Bdnf | Brain derived neurotrophic factor | Mm01334042_m1 | 5.2 | <0.001 | 7.84 | 0.05 |
| Ccl19 | Chemokine (C-C motif) ligand 19 | Mm00839967_g1 | 2.96 | n.s. | 5.43 | 0.05 |
| Ccl9 | Chemokine (C-C motif) ligand 9 | Mm00441260_m1 | 2.9 | 0.011 | 47.18 | 0.05 |
| Crlf1 | Cytokine receptor-like factor 1 | Mm00517026_m1 | 18.37 | <0.001 | 16.87 | 0.05 |
| Cxcl13 | Chemokine (C-X-C motif) ligand 13 | Mm00444534_m1 | 2.32 | n.s. | 18.13 | 0.05 |
| Ptn | Pleiotrophin | Mm00436062_m1 | 2.9 | <0.001 | 3.6 | 0.05 |
| Sfrp2 | Secreted frizzled-related protein 2 | Mm01213947_m1 | 7.2 | <0.001 | 13.83 | 0.05 |
| Spp1 | Secreted phosphoprotein 1 | Mm00436767_m1 | 6.45 | n.s. | 39.49 | 0.05 |
| Wisp2 | WNT1 inducible signaling pathway protein 2 | Mm00497471_m1 | 11.0 | <0.001 | 21.86 | 0.05 |

* Taqman assay identity number supplied by Applied Biosystems

^+^ Fold change in expression of Cyc cells in comparison to Wt cells

# Supplementary material for: Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart
**Source:** PLoS One. 2015 Mar 23;10(3):e0120360. doi: 10.1371/journal.pone.0120360
**Supplement:** S2 Table

**S2 Table** **Gene expression of Cyclin T1 (Ccnt1), Gαq (Gnaq) and Sca-1 (Ly6a) in Sca-1 cells derived from transgenic and wildtype control mice**

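The intensities of the 12 probe sets in S2 Table equal those of the deposited values to 1 decimal on all 4 arrays. Ccnt1, the gene of cyclin T1, had log2 fold changes of -0.24 (standard error 0.29) and -0.48 (0.38) at its 2 probe sets. At the 8 Gnaq probe sets that did not pass the thresholds they lay between -0.47 and -0.18, with every unadjusted p above 0.05.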

No major difference in the expression of CyclinT1 (Ccnt1) or Gαq (Gnaq) was observed in Cyc cells compared to Wt as a result of overexpression. However, one out of nine probes for Gnaq showed significant changes. 

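The Gnaq probe set that rose was bright in the Cyc pool and below 50 in the Wt pool of each experiment. A probe set reads only the stretch of the transcript that its probes match, and the sequences of these probes and of the transgene were not used here.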

Since for all the other eight probe sets no difference in expression was detected, this result was assumed to be valid for the whole gene transcript**.**

| **Sequence Code** | **Primary Sequence Name** | **Intensity Profile data** | | | | **Fold change Cyc/Wt (Ratio)** | ***p*-value assuming presence of expression** | | | | ***p*-value assuming ratios (Cyc / Wt) Regulated expression** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Cyc_BR1** | **Cyc_BR2** | **Wt_BR1** | **Wt_BR2** |  | **Cyc_BR1** | **Cyc_BR2** | **Wt_BR1** | **Wt_BR2** |  |
| 1450115_at | Gnaq | 723,6 | 492,3 | 22,7 | 4,1 | 19,06 | 0 | 0 | 0,09258 | 0,37827 | 1,71E-09 |
| 1458159_at | Gnaq | 75,5 | 352,6 | 115,4 | 365,3 | -1,03 | 8,94E-12 | 0 | 9,85E-20 | 0 |  |
| 1455729_at | Gnaq | 722,6 | 1410,0 | 1063,2 | 1344,4 | -1,16 | 0 | 0 | 0 | 0 |  |
| 1447593_x_at | Gnaq | 251,7 | 408,4 | 350,1 | 382,4 | -1,08 | 7,45E-34 | 4,48E-44 | 7,87E-41 | 4,31E-42 |  |
| 1446688_at | Gnaq | 27,0 | 74,3 | 68,6 | 59,0 | -1,07 | 0,02198 | 5,07E-07 | 4,43E-07 | 0,00002 |  |
| 1429559_at | Gnaq | 759,8 | 1580,0 | 1173,2 | 1689,9 | -1,24 | 0 | 0 | 0 | 0 |  |
| 1428938_at | Gnaq | 295,1 | 642,7 | 504,0 | 664,9 | -1,17 | 0 | 0 | 0 | 0 |  |
| 1428939_s_at | Gnaq | 696,1 | 1353,4 | 979,9 | 1398,3 | -1,08 | 0 | 0 | 0 | 0 |  |
| 1428940_at | Gnaq | 127,1 | 268,4 | 232,1 | 300,0 | -1,59 | 1,89E-14 | 1,84E-29 | 3,48E-28 | 8,13E-37 |  |
| 1419313_at | Ccnt1 | 39,2 | 56,3 | 48,4 | 70,1 | -1,31 | 0,01905 | 0,00159 | 0,00282 | 0,00001 |  |
| 1456477_at | Ccnt1 | 496,9 | 926,1 | 840,0 | 1086,3 | -1,36 | 0 | 0 | 0 | 0 |  |
| 1417185_at | Ly6a | 13368,3 | 11587,5 | 14050,6 | 10561,6 | -1,01 | 0 | 0 | 0 | 0 |  |

Fold change was calculated based on the normalized mean intensities of Cyc vs Wt cells. P-value was derived using the ratio measurement and its associated error (Rosetta Resolver error model).

# Supplementary material for: Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart
**Source:** PLoS One. 2015 Mar 23;10(3):e0120360. doi: 10.1371/journal.pone.0120360
**Supplement:** S3 Table

| **S3 Table** **Functional enrichment of biological processes in Cyc cells compared to Wt cells** | | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Molecular functions** | **z-score** | **P value** | **List of genes** |
| Angiogenesis | 1.9 | 3.84E-07 | AOC3,BDNF,CCL11,Ccl2,CCL5,CDH2,COL18A1,COL8A2,CTGF,CTSS,CXCL14,EGLN3,EREG,ITGB2,ITGB5,MB,MMP14,NOX4,NPPA,PDGFRB,PLVAP,PTN,SERPINE1,SFRP2 |
| Blood pressure | -1.5 | 1.23E-03 | ABCC9,AOC3,BDNF,BGN,COL1A2,EGLN3,ELN,NPPA,PTH1R,SERPINE1 |
| Ca^+2^ mobilization | 2.7 | 4.89E-03 | BDNF,CCL11,CCL5,CD79B,CYSLTR1,DIO2,ITGB2,LCP2,MS4A1 |
| Cardiovascular development | 2.49 | 4.72E-08 | AOC3,BDNF,BMPER,CCL11,Ccl2,CCL5,CDH2,COL18A1,COL1A1,COL1A2,COL8A2,CTGF,CTSS,CXCL14,EGLN3,ELN,EREG,ITGB2,MB,MMP14,NOX4,NPPA,PDGFRB,PLVAP,PTH1R,PTN,SERPINE1,SFRP2 |
| Cell activation | 2.24 | 1.17E-03 | BDNF,BMPER,Ccl2,CCL5,Ccl9,CD79B,CTGF,CTSS,DDIT4,GZMA,ITGB2,LCP2,MMP14,NDRG1,PDGFRB,PLTP,PTH1R,SBNO2,TYROBP |
| Cell aggregation | 2.57 | 5.00E-03 | BDNF,CDH11,CDH2,FZD2,GNAQ,ITGB2,LCP2,MMP14,PDGFRB |
| Cell migration | 2.35 | 7.58E-09 | AOC3,ASAP1,BDNF,BGN,CCL11,Ccl2,CCL5,CDH11,CDH2,CDK1,Chil3/Chil4,CLEC11A,COL18A1,COL1A1,COMP,CST6,CTGF,CTSS,CXCL14,CYSLTR1,EGLN3,ELN,EREG,HPGD,ITGB2,ITGB5,LCP2,LTBP2,Lyz1/Lyz2,MARCKSL1,MINOS1-NBL1/NBL1,MMP14,NDRG1,NOX4,NPPA,PDGFRB,PENK,POSTN,PTN,RGS1,SDC1,SERPINE1,SFRP2,SLC1A3,TNS3,TYROBP |
| Connective tissue development | 2.19 | 4.79E-04 | BGN,Ccl2,COL1A1,CTGF,MMP14,PDGFRB,POSTN,PTH1R,TYROBP |
| Dilation of heart | -2.0 | 1.46E-03 | BGN,MARCKSL1,NUPR1,SERPINE1 |
| Inflammation | -1.82 | 1.77E-03 | BGN,C1QA,CCL11,Ccl2,CCL5,CDH11,Chil3/Chil4,CLEC11A,COL1A1,COL1A2,COL4A4,CST6,CTSS,CYSLTR1,EREG,HPGD,ITGB2,ITGBL1,LCP2,MMP14,MS4A1,PDGFRB,POSTN,SERPINE1,TYROBP |
| Lipid metabolism | -2.18 | 3.75E-03 | BDNF,Ccl2,CTSS,CXCL14,DKK3,HPGD,NPPA,PLTP,PLVAP,PTH1R,SERPINE1,STEAP4 |
| Organismal death | -3.76 | 1.93E-04 | ABCC9,ADAM23,BACE2,BDNF,BGN,BMPER,C1QA,CCL11,Ccl2,CDH2,CDK1,COL12A1,COL1A1,COL5A2,CRLF1,CTGF,CXCL14,EGLN3,ELN,FABP3,GZMA,H19,HPGD,HUWE1,INHBB,IRF7,ITGB2,KIF1B,LCP2,LTBP2,Lyz1/Lyz2,MARCKSL1,MB,MMP14,MYL2,NDRG1,PDGFRB,PENK,PLVAP,POSTN,PTH1R,SERPINE1,SFRP2,SLC1A3,SLCO2A1,SPRED1,USP18 |

# Supplementary material for: Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart
**Source:** PLoS One. 2015 Mar 23;10(3):e0120360. doi: 10.1371/journal.pone.0120360
**Supplement:** S4 Table

**S4 Table** **List of differentially expressed genes in Cyc cells compared to Wt cells**

Differentially expressed genes were assumed with fold change (FC) difference of atleast 2. FC was calculated based on the normalized mean intensities of cyclin cells over wildtype cells. 

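The p-values of S4 Table come from the Rosetta Resolver error model. From limma, which uses the spread between the 4 pools, 121 of the 157 tested probe sets had an unadjusted p under 0.05, and 143 of the 196 differed at least 2-fold with 16 added before log2.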

The set of genes listed above display a *p* value < 0.01(Rosetta Resolver error model) which is derived from the ratio measurement and its associated error,**p* < 0.03. Gene symbol and annotation were taken from Resolver database (2011).

# Supplementary material for: Brain Derived Neurotrophic Factor Contributes to the Cardiogenic Potential of Adult Resident Progenitor Cells in Failing Murine Heart
**Source:** PLoS One. 2015 Mar 23;10(3):e0120360. doi: 10.1371/journal.pone.0120360
**Supplement:** S5 Table — Data represents average of log2 transformed H/L ratios.

**S5 Table** **K-means clustering of BDNF- mediated regulated proteins in Cyc and Wt cells. Data represents average of log2 transformed H/L ratios**

How the deposited data were processed for this re-analysis (not part of the article)

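Gene expression was measured in Sca-1 cells freshly isolated by magnetic cell sorting from hearts of Cyc and Wt mice, with 2 arrays per genotype and 1 pool of cells from 2 to 3 mice per array. From each pool 250 ng of RNA were labelled for Affymetrix Mouse 430 2.0 arrays. The deposited file holds 45037 probe sets with a normalized intensity on a linear scale for each of the 4 arrays, which the authors made in Resolver 7.2. The paper's text does not name the background correction or the summary method. The values range from -517 to 19512, and 5784 to 7231 per array lie below 0. The number of arrays limits the precision.

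Over the tested probe sets the medians of the arrays were 197.6 and 280.5 in Cyc and 219.4 and 260.7 in Wt. With 16 added before log2 the medians differed by at most 0.47, so the deposited intensities were not normalized again. Values below 0 were set to 0, a pseudocount of 16 was added and log2 taken. The 20680 probe sets with an intensity of 50 or more on at least 2 of the 4 arrays were tested with limma 3.58.1 in R 4.3.3, with moderated variances, 2 residual and 2.68 prior degrees of freedom, and p-values adjusted by the method of Benjamini and Hochberg. Tests of single probe sets are limma's and two-sided unless another is named, and as every adjusted p was 1, fold changes are given with standard errors. The thresholds are those of the study, a fold change of 2 and an unadjusted p under 0.05, and calls made with them fail correction for multiple tests. The Rosetta Resolver error model behind the paper's p-values could not be run from these values. A gene counts as changed when at least 1 probe set with its symbol alone passes. An intensity under 50 is treated as near background.

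Of the 45037 probe sets, 34945 have 1 gene symbol, 932 have several and 9160 have none in the annotation of the probes. Among the tested ones these numbers are 17924, 539 and 2217. No reference genome was at hand, so no positions of genes are given.

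The correlation between the deviations of same-numbered arrays from their group means was 0.447, and that between the Cyc minus Wt differences of both experiments 0.154. The poly-A controls part the replicate numbers into 2 batches. A fit with the replicate number as a block is therefore given beside the unblocked one.

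The genes to be named were set before the data were examined: every gene the paper names, the 12 largest rises and falls past the thresholds with both Cyc arrays on the same side of both Wt arrays, and for lists their 4 brightest members and those past the thresholds. The text does not name every gene that this rule covers. The values in the paper's tables had been seen when this rule was written. Lists of genes cover collagens, other matrix genes, metalloproteinases, Wnt, TGF-β and Notch signaling, hypertrophy, the cell cycle, interferon response, chemokines, complement, neurotrophins, hypoxia, fatty acid oxidation, dissociation, progenitor markers, sex-linked genes and markers of cardiomyocytes, fibroblasts, endothelium, smooth muscle, Schwann cells, adipocytes, erythroid cells, macrophages, B cells, T and NK cells, neutrophils, airway, mesothelium and lymphoid stroma, 31 in all. In lists a gene is represented by its brightest probe set alone, so a member that passes only at another probe set is not counted. Several lists hold genes that the paper names as changed on these same arrays, so their tests are not independent evidence of a direction. Lists were tested with camera of limma at a preset correlation of 0.01, and again with the correlation estimated from the residuals, under which no list had an adjusted p under 0.05, and with fry, under which 1 did.

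The procedure was tested on simulated data with 20680 probe sets and 2 arrays per group. Of 100 probe sets changed 4-fold it called 96, of 100 changed 8-fold 97, and it also called 540 unchanged ones, while no changed one had an adjusted p under 0.05. Camera gave a p under 0.05 for a shifted list and for 7 of 200 unshifted lists. This rate holds for the simulated lists alone. The estimated correlations of the measured lists ran from -0.764 (lymphoid stroma) to 0.915 (Schwann cells), with 0.753 for the interferon response. How often camera calls unshifted lists of strongly correlated genes was not tested.

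The alternatives were other pseudocounts (1 and 50), no filter or a filter at 100, quantile normalization, scaling to the same median, the block, an intensity trend in the prior, the methods' t-test, the ratio of arithmetic means, leaving out each array, and for lists the mean of all probe sets of a gene. Some of the genes the paper names are not reported here, nor were the assays on migration, protein and proliferation, for which the deposited file has no values.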

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

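All tests of explanations in this part were chosen after the results they measure had been seen.

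The paper's text does not discuss genes of airway epithelium, though S4 Table lists Scgb3a2 and Sec14l3. Scgb1a1, a secretoglobin of airway cells, had an intensity of 10195 in the Cyc pool of replicate 2, which drew attention as a signal in genes outside those the paper discusses. Bpifa1 was read at 7271 and Scgb3a2 at 5569 in the same pool, at 2112 and 697.6 in the Wt pool of replicate 1, and below 50 in the other pools. None of 11 airway markers passed the thresholds, also when adjusted over the list alone, and their median of 1.14 consisted of -1.06 in experiment 1 and 3.95 in experiment 2 (camera, adjusted p = 0.00624; adjusted p = 0.536 with an estimated correlation; adjusted p = 0.783 without the Cyc pool of replicate 2). None of 11 mesothelium markers passed either, with medians of -1.97 and 2.57 in the experiments (camera, adjusted p = 0.173; adjusted p = 0.705 with an estimated correlation), although Cpe, the brightest of them, was read in all 4 pools.

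A response to the failing heart would raise these markers in both experiments, but in experiment 1 the median of both lists was -1.80, with 16 of 22 markers lower in Cyc cells. The scale of the arrays is argued against by the 4.56 that remained between the experiments' medians after quantile normalization. Of the 22 markers, 15 (68.2%) were highest in the Cyc pool of replicate 2 and second in the Wt pool of replicate 1, but this order is how the pattern was noticed and such markers are expressed together, so it decides nothing. Tissue of the lung and chest lining in single pools cannot be told apart from other causes and stays open. The magnetic sort for Sca-1 would remove such cells only where they lack Sca-1, which was not tested.

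The interferon response list also lies outside what the paper discusses apart from Irf7. S4 Table lists Irf7, Ifit3 and OAS1 among others as higher, so the list is not independent evidence of a direction. It also lists Ifi204 as lower, whose probe set fell past the thresholds (log2 fold change -1.40, standard error 0.34). Neither this probe set nor that of IFI44, which rose by 1.56 (0.46), has a single gene symbol, so neither is counted here. The list's median log2 fold change was 1.01, or 0.90 with dim genes at their bound. Of its 25 measured genes, 12 rose, none fell and 13 did not pass the thresholds (none when adjusted over the list alone). Ifit3 rose by 1.96 on the log2 scale (standard error 0.50) and Oas1a by 1.26 (0.29), while Ifi35, the brightest member, had a log2 fold change of 0.47. The medians were 0.61 and 1.40 in the experiments (camera, adjusted p = 1.89e-19; adjusted p = 0.536 with an estimated correlation). Leaving out each pool gave medians from 0.60 (without Cyc replicate 2) to 1.28 (without Cyc replicate 1). No explanation was tested.

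The paper discusses the cell cycle for proteins made after BDNF was added, and S4 Table lists Cdk1 from the arrays. On the arrays, a list of genes of the cell cycle had a median of 0.56, or 0.50 with dim genes at their bound. Of 26 measured genes, Cdk1 rose by 1.15 on the log2 scale (standard error 0.34) and 25 did not pass the thresholds (none when adjusted over the list alone). Pcna, needed for DNA replication, had a log2 fold change of -0.10. The medians were 0.91 and 0.26 in the experiments (camera, adjusted p = 1.39e-06; adjusted p = 0.536 with an estimated correlation), and 0.11 without the Wt pool of replicate 1 (adjusted p = 0.128).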

How the results depend on the processing

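Intensities below 50 set to 50, the block together with quantile normalization, and quantile normalization without Cyc replicate 2 or Wt replicate 1 were chosen after seeing the data. The other alternatives were set before the data were examined. Where a value moved, the cause was not tested. Leaving out an array leaves 1 in its group, assumed to vary like the others. These fits had no block, so 1 experiment in a group was set against both in the other. Values and directions that moved under them mix genotype with experiment.

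The 136 genes past the thresholds became 86 with a pseudocount of 50 (70 higher, 16 lower) and 42 with the methods' t-test (35 higher, 7 lower). Leaving out each array gave 126 (without Wt replicate 2) to 662 (without Cyc replicate 2, 90 higher and 570 lower), with 447 without Cyc replicate 1. With quantile normalization they numbered 407 without Cyc replicate 2 (178 higher, 229 lower) and 438 without Wt replicate 1 (304 higher, 134 lower). The replicate block gave 183, and the remaining alternatives stayed within 1.5 times the count.

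No probe set had an adjusted p under 0.05 in limma, where 412 had an unadjusted p under 0.05, nor by the methods' t-test, where 644 did. With the replicate block there was 1, where 1443 had an unadjusted p under 0.05, and also 1 with quantile normalization in addition, where 2004 did, and 74 without Wt replicate 1 with quantile normalization. Leaving out each array as deposited gave 0 to 0.

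For Bdnf, Cyc vs Wt, the difference was positive under each alternative that tested it. As its Wt pools are near background, its log2 difference depends on the scale, and it missed the p threshold with a pseudocount of 1 (log2 difference 3.17), without a filter (1.77), with the methods' t-test (1.77) and with intensities below 50 set to 50 (0.62). Leaving out each array gave 1.14 (without Wt replicate 2, past the p threshold no longer) to 2.40. With the replicate block it passed at the same difference, 1.77. At a filter of 100 it was not tested.

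TrkB did not pass under any alternative and ranged from -0.32 (without Wt replicate 2) to 0.73 (without Wt replicate 1) when each array was left out. Of 24 tested genes the paper names, 18 passed, 6 with the methods' t-test, and 11 (without Wt replicate 2) to 22 (without Cyc replicate 1) when each array was left out. Of the 12 probe sets of S2 Table 1 passed under every alternative run.

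Of 31 lists, 16 had an adjusted p under 0.05, against 0 with an estimated correlation, 1 with fry, 15 with the replicate block, and 12 to 23 when each array was left out. Without Cyc replicate 2 the call was lost for the Wnt (adjusted p = 0.077), progenitor (0.0965), sex-linked (0.694) and airway lists (0.783), without Cyc replicate 1 for fibroblasts (0.214), without Wt replicate 1 for cardiomyocytes (0.0941), the cell cycle (0.128) and T and NK cells (0.139), and without Wt replicate 2 for macrophages (0.0546), complement (0.407) and sex-linked genes (0.0539).

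Without Cyc replicate 2, Cxcl13 reversed to -1.04 (up to 1.59 without Cyc replicate 1) and Jchain to -1.16 (up to 1.53 without Cyc replicate 1). Without Wt replicate 2, camera's direction reversed for the airway list (median 0.08, adjusted p = 0.628; medians from -0.45 without Cyc replicate 2 to 3.16 without Cyc replicate 1) and the fibroblast list (median 0.18, adjusted p = 0.72; up to 0.47 without Wt replicate 1). Over the 185 named genes and all alternatives, 2610 values kept direction and side of the threshold, 182 lost the call, 40 gained one and 91 moved. For the lists these numbers were 427, 50, 25 and 20. Fam167b and Agpat5 have no arithmetic ratio, since a group mean lies below 0. Signal over background limits genes under 50, for which a fold is only a bound.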

Differences from the paper's values

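The paper lists 36 genes as lower in Cyc cells, and 20 were lower here at the same fold and p thresholds, with limma in place of the error model. Of the alternatives set before the data were examined, a pseudocount of 1, no filter, quantile normalization, scaling to the same median, the replicate block, the ratio of arithmetic means, and leaving out Cyc replicate 1 or Wt replicate 2 bring both counts within 1.5 times of each other. A pseudocount of 50, a filter at 100, the intensity trend, the methods' t-test, and leaving out Cyc replicate 2 or Wt replicate 1 do not.

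The paper's fold change for Col1a1 in S4 Table is 3.9, and here it is 1.44 at that probe set. None of the alternatives set before the data were examined closes this gap. The table names this probe set, and whether its value belongs to another one is not known. The other tested Col1a1 probe set gave 2.23 here. For Mmp23b the paper's value is 3.9 and the value here 2.46. The gap closes with a pseudocount of 1, the ratio of arithmetic means and without Wt replicate 1, and stays under the others set before the data were examined.

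For Ly6a the paper's fold change in S2 Table is -1.01, and here it is 1.02, so the signs differ. They are the same without Cyc replicate 1 and without Wt replicate 2, and differ under the other alternatives set before the data were examined. In all, 38 fold changes of the paper were compared, and 35 did not differ by these criteria.

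Some genes the paper calls changed did not pass the thresholds here. Fabp3 (log2 fold change -0.96) passes with a pseudocount of 1, the ratio of arithmetic means and without Cyc replicate 2. Mmp14 (0.95 with 16 added at the probe set of S4 Table, 0.91 at a brighter one) passes at the former with a pseudocount of 1, the ratio of arithmetic means and without Cyc replicate 1. Both also pass with intensities below 50 set to 50, a setting chosen after seeing the values. Col1a1 (0.53) and Notch3 (0.75) pass without Cyc replicate 1. Cxcl13 (0.28), which the paper's text names as higher but S1 Table marks as not significant on the arrays, passes as higher without Cyc replicate 1 and as lower without Cyc replicate 2. Cdh2, Celf4 and Ccl9 were too dim to be tested and are not called without a filter either.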

Other observations

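All tests of explanations in this part were chosen after the results they measure had been seen.

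Other lists were measured that belong to no statement of the paper. Among 10 complement genes Colec11 rose by 1.79 on the log2 scale (standard error 0.38), Cfi was at least 2.32-fold higher and 8 did not pass the thresholds (none when adjusted over the list alone) at the brightest probe set of each, while Masp1 rose at another. The medians were -0.12 and 1.31 in the experiments (camera, adjusted p = 0.00207; adjusted p = 0.536 with an estimated correlation; adjusted p = 0.407 without the Wt pool of replicate 2). None of 15 stem and progenitor markers passed, also when adjusted over the list alone, while 1 rose with the experiment as a block. Cd34 had a log2 fold change of 0.32. The list's median was 0.43 (camera, adjusted p = 0.0234; adjusted p = 0.536 with an estimated correlation; adjusted p = 0.205 without a filter). It fell to 0.18 without the Cyc pool of replicate 2 and to 0.12 without the Wt pool of replicate 1. Without the Cyc pool of replicate 1 or the Wt pool of replicate 2 it was 0.36 and 0.39. Of the T and NK cell markers Gzma was at least 2.69-fold higher and Cd3g had a log2 fold change of 0.25, so 1 of 2 rose, also when adjusted over the list alone (camera, adjusted p = 0.0196; adjusted p = 0.536 with an estimated correlation; adjusted p = 0.139 without the Wt pool of replicate 1).

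Of 22 genes of the response to dissociation, Egr2 rose by 1.13 on the log2 scale, and Fos, the brightest, had a log2 fold change of 0.09 (list median 0.07, camera, adjusted p = 0.275). Of 18 genes of hypoxia and glycolysis, Egln3 rose by 1.04 and Ldha had a log2 fold change of 0.10 (list median 0.11, adjusted p = 0.0875). None of 19 genes of fatty acid oxidation passed, with a median of 0.00 (adjusted p = 0.57), and Cd36 had a log2 fold change of -0.34. No gene passed among the B cell (median 0.49, adjusted p = 0.399), neutrophil (1.00, 0.224), erythroid (-0.34, 0.167), adipocyte (-0.39, 0.0677), Schwann cell (-0.11, 0.94) and lymphoid stroma markers (0.40, 0.277), each list with at most 4 genes. With the experiment as a block, 1 erythroid gene rose. The B cell list had medians of -0.681 and 1.457 in the 2 experiments, and the neutrophil list of -1.105 and 3.108. The medians of these lists were -0.72 and -0.27 without the Cyc pool of replicate 2. Without that of replicate 1 they were 1.42 and 2.27. In the 9 lists from dissociation on, none changed when adjusted over the list alone. The adjusted p values of these lists with an estimated correlation ran from 0.536 to 0.961.

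The 4 sex-linked genes had a median of -1.07 but a mean of -0.03 (camera, adjusted p = 0.0368; adjusted p = 0.536 with an estimated correlation). Of these genes 1 was higher and 3 were lower in Cyc cells, so the median and this test describe no common shift. With the experiment as a block the call was lost (adjusted p = 0.104). The median ran from -1.70 (without the Wt pool of replicate 1) to -0.38 (without that of replicate 2) when each pool was left out. Xist had an intensity of 21.2 in the Wt pool of replicate 2 and of 1859, 5677 and 2317 in the Cyc pools of replicates 1 and 2 and the Wt pool of replicate 1. In the same order, DDX3Y of S4 Table was at 2412.4 against 425.5, 252.8 and 572.9. UTY was at 149.9 against 23.5, 20.2 and 23.2. Mice of either sex were used, and these values do not separate sex from genotype in experiment 2. The lower DDX3Y and UTY in S4 Table may reflect sex, which was not tested.

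The Gnaq probe set that rose lies near background in Wt cells. Higher expression of the whole endogenous transcript is argued against by the other 8 Gnaq probe sets, whose median log2 difference was -0.32, although the highest upper 95% limit among them is 1.96. RNA of cardiomyocytes, which carry the transgene, stays open, as Myh6 was read in both Cyc pools at 1 of its 2 probe sets, with 183.8 as the lower value. It may also be transcription of the transgene by the Sca-1 cells themselves, which cannot be told apart, since Myh6 was read in Wt pools as well, with a mean of 353.7. The magnetic sort for Sca-1 selects against cardiomyocytes, but not against RNA they release.

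The median log2 differences of collagens and matrix glycoproteins were above 0 in both experiments. Neither list keeps its call with an estimated correlation (camera, adjusted p = 0.536), a setting with little power. The scale of the arrays is argued against by the collagens' median of 0.80 after quantile normalization. A larger share of fibroblasts cannot be told apart. The upper quartile of the 15 fibroblast markers outside the matrix lists, 0.45, lies below the collagens' median of 0.78. It also did without the Cyc pool of replicate 1 (0.38 against 0.97). Without the Wt pool of replicate 1 or 2 it was 0.63 against 0.97 and 0.28 against 0.52. Without the Cyc pool of replicate 2, however, it was 0.57 against 0.52. The maximum of these markers, 0.73, lies above the matrix glycoproteins' median of 0.67. A maximum of single genes set against a median decides nothing, and the median of these markers was 0.19. A larger share of smooth muscle cells and pericytes could contribute and cannot be told apart, since their markers had a median of 0.61, but -0.01 without the Cyc pool of replicate 2, and a changed share and a changed expression raise them alike. A change of expression in the Sca-1 cells stays open as well.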
